# *APOE4-APP* interactions exert early influences on cerebrovascular structure and function: implications for Alzheimer’s disease

**DOI:** 10.3389/fnins.2025.1629830

**Published:** 2025-10-24

**Authors:** Lanboling Guo, Jessica R. Gaunt, Calvin Chee Hoe Cheah, Albert I. Chen, Stephanie Claudine, Gavin S. Dawe, Eyleen Lay Keow Goh, Sok-Hong Kho, Pawan Kumar, Grace G. Y. Lim, Kah Leong Lim, Yun-An Lim, Takaomi C. Saido, Takashi Saito, Hiroki Sasaguri, Judy C. G. Sng, Yee Jie Yeap, Alaric K. K. Yip, Norliyana Zainolabidin, Toh Hean Ch’ng, George J. Augustine

**Keywords:** *APOE4*, *APP*, dementia, transcriptomics, cerebral vasculature

## Abstract

**Background:**

*APOE4* and *APP* are two of the main genetic risk factors for Alzheimer’s disease (AD). Although there have been suggestions that these two factors interact, most of the *in vivo* evidence for such interactions comes from transgenic mouse models that suffer from complications associated with protein overexpression. Our goal was to examine the consequences of interactions between *APOE4* and *APP* on brain function while avoiding the use of transgenic mice.

**Methods:**

We generated and characterized double-mutant knock-in mice incorporating familial *APP* mutations and humanized *APOE4*.

**Results:**

In the brains of 3-month-old double-mutant mice there were significant alterations in vascular remodeling genes, vascular structure and blood–brain barrier permeability. These changes were not observed in either *APOE4* or *APP* single-mutant mice and, thus, were caused by interactions between the two genes. These interaction effects were transient, because they were absent in 8-month-old double-mutant mice.

**Conclusion:**

These findings indicate that early vascular changes, driven by the interaction of *APP* and *APOE4*, may influence the progression of AD. Our work highlights the need to focus on the synergistic vascular actions of *APOE4* and *APP*, particularly at younger ages.

## Introduction

One of the major hallmarks of Alzheimer’s disease (AD) is the deposition of amyloid plaques. These plaques are composed of proteolytic fragments of the amyloid precursor protein (APP; Haass et al., 2011), a transmembrane protein whose physiological functions include cell adhesion and signaling (Müller and Zheng, 2012). Cleavage of APP by *β*- and *γ*-secretases produces amyloid β (Aβ) fragments, which can oligomerize and form plaques (Haass et al., 2011; Chen et al., 2017). Mutations in the human genes for APP or the APP-directed secretases are among the highest genetic risk factors for familial AD (Querfurth and LaFerla, 2010; Tanzi, 2012; Bellenguez et al., 2022). As a result, a large number of AD therapeutic strategies have focused on APP or Aβ (Karran and De Strooper, 2022; Zhang et al., 2023), with the recent success of anti-amyloid monoclonal antibodies hinting at the potential of this approach (Budd Haeberlein et al., 2022; van Dyck et al., 2023; Sims et al., 2023).

A second important type of AD risk factor is the apolipoprotein ε4 (*APOE4*) allele. *APOE4* is the strongest genetic risk factor for sporadic, late-onset AD, with a 3-5-fold higher risk of AD in people with one copy of *APOE4* and a more than 10-fold higher risk for people with 2 copies of the gene (Corder et al., 1993; Farrer et al., 1997; Mahley and Huang, 2012; Neu et al., 2017; Belloy et al., 2019; Fortea et al., 2024). *APOE4* is a lipid carrier protein involved in transport of cholesterol and phospholipids. While the mechanisms linking *APOE4* to AD are unclear, it is likely that *APOE4* increases the risk of AD by promoting neurotoxicity and/or being less neuroprotective than proteins produced by the other *APOE* alleles*, APOE2* or *APOE3* (Corder et al., 1994; Kim et al., 2009; Liu et al., 2013; Raulin et al., 2022). Negative consequences of *APOE4* expression include adverse effects on neuronal synapses, cytoskeleton, and mitochondria (Mahley and Huang, 2012), as well as neurodegeneration (Shi et al., 2017; Montagne et al., 2021). *APOE4* also affects brain vasculature and impairs blood–brain barrier function (Hafezi-Moghadam et al., 2007; Halliday et al., 2016; Nation et al., 2019; Montagne et al., 2021; Liu et al., 2022). For these reasons, *APOE4* is also a promising therapeutic target for sporadic AD (Safieh et al., 2019).

Interactions between *APP* and *APOE4* may also be important in the etiology of AD. Nearly 30% of a Chinese cohort of familial AD subjects were reported to carry at least one *APOE4* allele, including approximately 14% of subjects with mutations in *APP* or in genes that encode components of *γ*-secretase, termed *PSEN* (Jia et al., 2020). While the influence of *APOE4* on familial AD symptoms is unclear (Bussy et al., 2019; Talboom et al., 2019; Almkvist et al., 2022), some reports indicate that *APOE4* enhances these symptoms (Bloss et al., 2008; Almkvist et al., 2022; Jia et al., 2020). *APP* and *APOE4* proteins potentially interact via a variety of mechanisms. *APOE4* binds to both Aβ and to plaques (Strittmatter et al., 1993; Holtzman, 2001; Wisniewski and Drummond, 2020), while *APP* binds to *APOE4* receptors (Hoe and Rebeck, 2008; Verghese et al., 2013). *APOE4* affects clearance of Aβ from the brain, potentially accelerating production of plaques (Verghese et al., 2013; Kanekiyo et al., 2014). Astrocytic expression of an *APOE4* receptor – the low-density LDL receptor-related protein 1 - causes Aβ aggregation and plaque formation (Liu et al., 2017), while eliminating *APOE4* from astrocytes enhances cerebrovascular protection (Xiong et al., 2023). Further, *APOE4* secretion from glial cells enhances APP transcription and Aβ secretion in differentiated human neurons (Huang et al., 2017). Such findings suggest that *APOE4/APP* interactions are also a potential target for AD therapeutics (Pankiewicz et al., 2014; Wisniewski and Drummond, 2020; Sawmiller et al., 2023).

To determine the physiological impact of interactions between *APP* and *APOE4*, mouse genetic models have been generated that express both *APOE4* and various forms of *APP* and/or *PSEN1* (Van Dooren et al., 2006; Montagne et al., 2021; Balu et al., 2023). While these studies have indicated numerous possible adverse consequences of *APP/APOE4* interactions, they are limited by their reliance on transgenic overexpression of *APP* and/or *PSEN1.* Overexpression yields numerous complications that hinder interpretation of results from these models (Watamura et al., 2022; Sasaguri et al., 2022; Zhong et al., 2024). To circumvent such problems, we have developed a new genetic model of AD based on a second-generation APP knock-in mouse that avoids artifacts associated with transgenic overexpression and has been widely used to determine how Aβ pathology alters brain function (Saito et al., 2014; Sasaguri et al., 2017). Crossing these mice with *APOE4* knock-in mice (Foley et al., 2022) produced a better model for studying *APP-APOE4* interactions. With this new mouse model, we observed novel, early and transitory changes in vascular remodeling genes that are associated with attendant changes in the structure and permeability of cerebral vasculature distinct from the effects of *APP* mutations or *APOE4* alone. To our knowledge, such early cerebrovascular changes have never been reported in any AD-APOE4 mouse model. Our results reveal that cerebral vascular alterations, driven by early interactions between *APOE4* and *APP,* could play a novel role in the early progression of some forms of AD.

## Methods

Mouse strains. WT mice were the C57BL/6JInv strain (The Jackson Laboratory, stock #000664), APP-TKI mice were *App^NL-G-F^* mice (C57BL/6-App<tm3(NL-G-F)Tcs>; RIKEN BioResource Research Center) and ApoE4 mice were Apoe^tm1.1(APOE*4)Adiuj^ (The Jackson Laboratory, stock #027894). DM mice were created by mating APP-TKI and *APOE4* mice and were homozygous for the *App* mutations and heterozygous for *APOE4*. Both male and female mice were examined, as indicated below. All mouse procedures performed were approved by the Institutional Animal Care and Use Committees of NTU, NUS and TLL.

Histology. Mice were transcardially perfused with phosphate-buffered saline (PBS), followed by ice-cold 4% paraformaldehyde (PFA) in PBS. Brains collected for immunohistochemical analysis were post-fixed in 4% PFA for 4 h at 4 °C, washed in PBS, then cryoprotected in 30% sucrose in 0.1 M phosphate buffer overnight. After sinking in 30% sucrose solution, brains were embedded in embedding medium (Tissue-Tek® OCT compound; Sakura) on dry ice, then stored at −80 °C. 30 μm coronal sections were cut using a Cryostat (CM1950; Leica) at −20 °C, and stored in cryoprotectant (50% 0.1 M PB, 30% ethylene glycol, 20% glycerol). Sections were washed in PBS and mounted on glass slides.

For immunohistochemical processing, tissue sections were permeabilized in PBS with 0.2% Triton X for four 5-min washes. Tissue sections were then incubated in primary antibody, in 2% horse serum in PBS with 0.1% Triton-X, at 4 °C for 48 h. Primary antibodies used in histological experiments were: mouse anti-Amyloid-Beta 6E10 (803,001; BioLegend; 1:1000), rat anti-CD68 (MCA1957GA; Bio-Rad; 1:1000), rabbit anti-Iba1 (0190197418; Fujifilm Wako; 1:1000). Following incubation, sections were washed for four 5-min washes in PBS with 0.2% Triton-X, and incubated for 24 h in secondary antibody and DAPI (1:1000), in 2% horse serum in PBS with 0.1% Triton-X, at 4 °C. The following secondary antibodies were used: Donkey anti-rat Alexa Fluor 488 (A-21202; Invitrogen; 1:1000), donkey anti-rabbit Alexa Fluor 555 (A-31572; Invitrogen; 1:1000), donkey anti-mouse Alexa Fluor 647 (A-31571; Invitrogen; 1:1000). Following incubation, sections were washed for four 5-min washes in PBS. Sections were covered with coverslips with ProLong™ Gold antifade mountant (P36930; Invitrogen).

Whole slides were imaged using a slide scanner (Axio Scan.Z1; Zeiss). Images were processed using ImageJ (NIH; USA), with 8 areas of interest measured within the hippocampus of 2 separate sections for each individual mouse. Microglia were identified using colocalization of Iba1-positive and DAPI-positive staining. Data analysis was performed using R programming language (R Core Team, 2020). Data are expressed as mean ± standard error of the mean (SEM). Two-way analysis of variance was used to calculate statistical significance. *Post hoc* testing was carried out using Tukey’s multiple comparison test.

Biochemistry. Three brains from each of WT, APP-TKI, DM, and *APOE4* male mice were cut into smaller pieces and lysed in ice-cold lysis buffer (50 mM Tris pH7.5, 1% Triton X-100 supplemented with 1% protease inhibitor cocktail). Hippocampal tissue was homogenized using a handheld TissuRuptor (Qiagen) equipped with a sterile, single-use saw-tooth probe, following the manufacturer’s guidelines. Briefly, homogenization was performed on ice at medium speed in short bursts (5–10 s) for a total of 30 s. Lysed samples were then ultracentrifuged at 100,000 x *g* for 1 h at 4 °C. The supernatant containing the soluble fraction was collected and stored at −80 °C.

For western blotting, protein extracts were quantified using the bicinchoninic acid assay (23,225, Thermo Scientific). The soluble fraction was resolved using SDS-PAGE with a 10% resolving gel and the proteins were transferred onto a 0.2 μM nitrocellulose membrane (1,620,112, Bio-Rad Laboratories) in transfer buffer (BUF-2020-10X4L, 1^st^ BASE) supplemented with 10% methanol for 1 h at room temperature at 100 V. Membranes were blocked using 5% non-fat dry milk (1,706,404, Bio-Rad Laboratories) and probed using an APP primary antibody (2452S, Cell Signaling Technology, 1:1000). ꞵ-actin was used as an endogenous loading control (A5441, Sigma-Aldrich). Antibodies were incubated overnight at 4 °C with gentle agitation, washed (x3) with TBS-T, and then incubated with anti-rabbit (ab97051, Abcam, 1:10000) HRP-conjugated antibodies for 50 min at room temperature in the dark. For the detection of bands, chemiluminescent (ECL) reagent (K-12043-D20, Advansta) was used. The band intensities were measured using ImageJ. Three independent technical replicates were performed for each blot.

To measure levels of RNA encoding APP, brains were removed, micro-dissected and flash-frozen in liquid nitrogen. Total RNA was extracted (using RNeasy Plus Mini kit, Qiagen) from tissue stored in Trizol and quantitative RT-PCR was performed to determine the mRNA levels of APP expressed in the hippocampus. The primers, which recognize both mouse and human APP, were: forward primer 5’ TCCGTGTGATCTACGAGCGCAT 3′ and reverse primer 5’ GCCAAGACATCGTCGGAGTAGT 3′ with PowerUp™ SYBR™ Green Master Mix (ThermoFisher Scientific). GAPDH was used as the endogenous reference gene with the following primers: forward primer 5′ AGG TCG GTG TGA ACG GAT TTG 3′ and reverse primer 5′ TGT AGA CCA TGT AGT TGA GGT CA 3′. For immunoblotting, tissue was lysed in RIPA buffer (Pierce, ThermoFisher Scientific) supplemented with a protease inhibitor (cOmplete, Sigma-Aldrich) and phosphatase inhibitor (PhosSTOP, Roche, Sigma-Aldrich). The protein concentration was measured using a BCA kit (Pierce, Thermo Scientific) and 50 ug of the lysate with 0.1 M DTT was subjected to SDS-PAGE followed by immunoblotting. APP levels were measured with the 22C11 antibody (14–9,749-82, Invitrogen), phospho-Tau (Ser396) was measured with the PHF13 antibody (9,632, Cell Signaling Technology), phospho-Tau (Ser202, Thr205) was measured with the AT8 antibody (MN1020, Invitrogen) and total Tau was measured by the Tau-5 antibody (ab80579, Abcam). *β*-actin (13E5 clone, 4,970, Cell Signaling Technology) was used as the endogenous control for all blots. For the 3-month-old group total protein was extracted from hippocampal tissue stored in Trizol by precipitating the proteins in the phenol-ethanol solution supplemented with isopropanol and solubilizing the pellet in lysis buffer (20 mM EDTA, 140 mM NaCl, 5% SDS, 100 mM Tris pH 8.0, 50 mM NaF, 1 mM activated NaOv, protease inhibitor) while incubating at 50 °C for 5 h followed by overnight incubation at 37 °C (Kopec et al., 2017) after which BCA and immunoblotting was conducted in a similar manner as detailed above.

Transcriptomics. Whole hippocampi were dissected on ice from female mice aged 3 months and snap-frozen in TRIzol reagent (Invitrogen). We reasoned that female *ApoE4* carriers would be more likely to interact with the APP-TKI genotype, due to a female-specific increase in vulnerability to AD for the *APOE4* allele (Gamache et al., 2020) as well as an earlier onset of Aβ-based AD in females (Navakkode et al., 2021).

Samples were collected and sequenced in two batches: Batch 1 - WT, APP-TKI, and DM (*N =* 3 per group) and Batch 2 - WT and *APOE4* (*N =* 3 per group). Samples were homogenized in TRIzol, extracted using chloroform and 100% ethanol, and then column-purified. Directional polyA-enriched mRNA libraries were prepared and 150 bp paired-end reads were obtained by sequencing on the Illumina Novaseq 6,000 platform by NovogeneAIT Genomics (Singapore).

Initial processing steps were performed on the Gekko high-performance computing system (Nanyang Technological University, Singapore). First, adapters and low-quality bases were trimmed using Trimmomatic (v0.39; Bolger et al., 2014). STAR (v2.7.1a, Dobin et al., 2013) was then used to align paired-end reads to GENCODE mouse genome assembly release M24 supplemented with the human APOE RNA sequence obtained from Jackson laboratories. Reads per gene were quantified using HTseq (v0.11.2, Anders et al., 2015). Downstream analyses were conducted using R v4.0.2 (R Core Team, 2020) and Bioconductor (Gentleman et al., 2004). Counts for human and mouse APOE were combined, then data were filtered to retain genes with CPM > 1 in a minimum of three samples (16,171 genes) and then upper quartile normalised. Robust likelihood ratio tests for differential expression were conducted separately for each batch using edgeR (Robinson et al., 2010; McCarthy et al., 2012; Zhou et al., 2014) to compare each genotype to WT and APP-TKI to DM. A false discovery rate threshold of 10% was used to identify differentially expressed genes (DEGs) and non-protein-coding genes were removed. Hierarchical clustering was performed on log_2_ fold changes (LFCs) compared to WT for DEGs, using 1 - Pearson-correlation as the dissimilarity index and Ward’s minimum variance linkage method. The R packages gplots (Warnes et al., 2015) and ggplot2 (Wickham, 2016) were used for plotting figures. Gene Ontology analyses were conducted on DEGs compared to all expressed genes using topGO (Alexa et al., 2006) with the Fisher elimination method (significance threshold *p <* 0.01). Enrichment of APP-TKI vs. DM DEGs in the MGI Mammalian Phenotype database (Smith and Eppig, 2009) was analysed using the Enrichr and Enrichment Analysis Visualizer web tools (Chen et al., 2013; Xie et al., 2021). Data were further compared (250 protein-coding DEGs identified in our data) with publicly available datasets from Zhang et al. (2014) and Castillo et al. (2017). To determine cell-type enrichment of DEGs, z-scores were calculated for each gene from expression values for each cell type in the Zhang et al. (2014) database, measured in fragments per kilobase of exon per million mapped fragments (FPKM). FPKM values were averaged for cell types in the oligodendrocyte lineage. All sequencing datasets can be downloaded from the NCBI GEO repository (Accession number: GSE242751).

Quantitative PCR analysis was done using RNA extracted from the hippocampus of both male and female mice, which was then converted to cDNA using the iScript cDNA Synthesis Kit (Bio-Rad). After cDNA conversion, the relative amounts of mRNA from 7 genes - *Acta2, Anxa2, Cdh5, Flt1, Pecam1, Ptprb, Vwf* - were obtained using qPCR. The primers for these genes, as well as 2 housekeeping genes (*β-actin*, *Gapdh*), are listed in the Supplementary Table S1.

*In vivo* vascular imaging. Male mice, aged 3 months and 7–9 months, were anesthezed with 2% isoflurane, mounted on a stereotaxic frame, and anesthesia was maintained with 1–1.5% isoflurane. A 5.5 mm diameter cranial window was centered at ML, +1.5 mm, AP, −0.3 mm. Two coverslips (5.5 mm and 7.5 mm) were glued together with Norland optical adhesive 61. We glued the coverslips onto the cranial window with Metabond (Japan). 1.5% agarose was filled in the gap between the coverslip and the brain. A head plate was glued on top of the coverslips. Painkiller (Buprenorphine: 0.1 mg/kg), antibiotic (Baytril: 12 mg/kg), and anti-inflammatory (Dexamethasone: 0.2 mg/kg) were given. We waited 4 to 6 weeks after surgery, to allow ample time for recovery prior to imaging.

During imaging, mice were initially anesthetized with 1.5% isoflurane that was later reduced to 1%. Five minutes prior to imaging, 100 μL of a solution containing fluorescein isothiocyanate-conjugated 40 kDa dextran (Sigma-Aldrich, 50 mg/mL) and tetramethylrhodamine-conjugated 70 kDa dextran (ThermoFisher, 50 mg/mL) was delivered through retro-orbital injection. Vessels were imaged with a two-photon microscope (Ultima two-photon microscope, Bruker, USA). The fluorophore was excited (860 nm) with a Ti: Sapphire femtosecond laser (Coherent Chameleon). Images were taken for 1 h at 5-min intervals, using a water immersion objective (Nikon 16X/0.8 NA). Each z-stack contained five layers (512×512) collected at 1 μm intervals.

Fiji (ImageJ), MATLAB and Python were used to analyze vessel permeability and structure. A U-net-based framework was used to segment blood vessels (Khanal and Estrada, 2020). We calculated the maximal intensity of the 5-layer z-stack images. The average fluorescence intensity of the extravascular space was divided by that of the vessels to get the outside/inside (O/I) ratio. For structural analysis, the same z-stack images of superficial vessels were used. Instead of using the MATLAB function bwskel, the code of 2D Average Outward Flux Skeletons was modified to extract skeletons (Siddiqi et al., 2002; Dimitrov et al., 2003; Rezanejad and Siddiqi, 2013). Vessel diameter was then measured by using an Euclidean distance transform to find the shortest distance between the skeleton (central line) and vessel edge. The total length of the vascular skeleton, normalized by area, was measured to determine vascular density. The number of branch points per unit area was measured by finding the intersection of vessels on segmented images.

## Results

We investigated interactions between *APP* mutations and *APOE4* in the progression of AD pathophysiology by comparing mice across four different genotypes: *APP^NL-G-F/NL-G-F^*, which harbors three knock-in mutations in the humanized Aβ region of *APP* (referred to here as APP-TKI; Saito et al., 2014; Sasaguri et al., 2017); *ApoE4^+/wt^* mice with a single allele of human *APOE4* knocked-in (ApoE4; Foley et al., 2022); the double-mutant (DM) *APP^NL-G-F/NL-G-F^; ApoE4^+/wt^* mice produced by crossing these two lines; and wild-type (WT) mice, which served as controls. Our analyses largely focused on the hippocampus, a primary target of early stage AD (Rao et al., 2022; Hanseeuw et al., 2023).

### *APOE4* does not affect *App* levels

Because *APP* is thought to be central to AD pathogenesis (O’Brien and Wong, 2011), we began by examining *APP* levels in the hippocampus of the various mouse lines. To investigate the influence of age, mice were examined at both a young age (3 months old) and an older age (8 months old). Both mRNA and protein levels of APP were similar across the hippocampus of all four genotypes - WT, ApoE4, APP-TKI, and DM - in 3-month-old mice (Figures 1A–C). Likewise, both mRNA and protein levels of APP were similar across all four genotypes in 8-month-old mice (Figures 1D–F). Similar results were obtained from measurements of APP mRNA and protein levels in cortical tissue as well (not shown).

**Figure 1:**
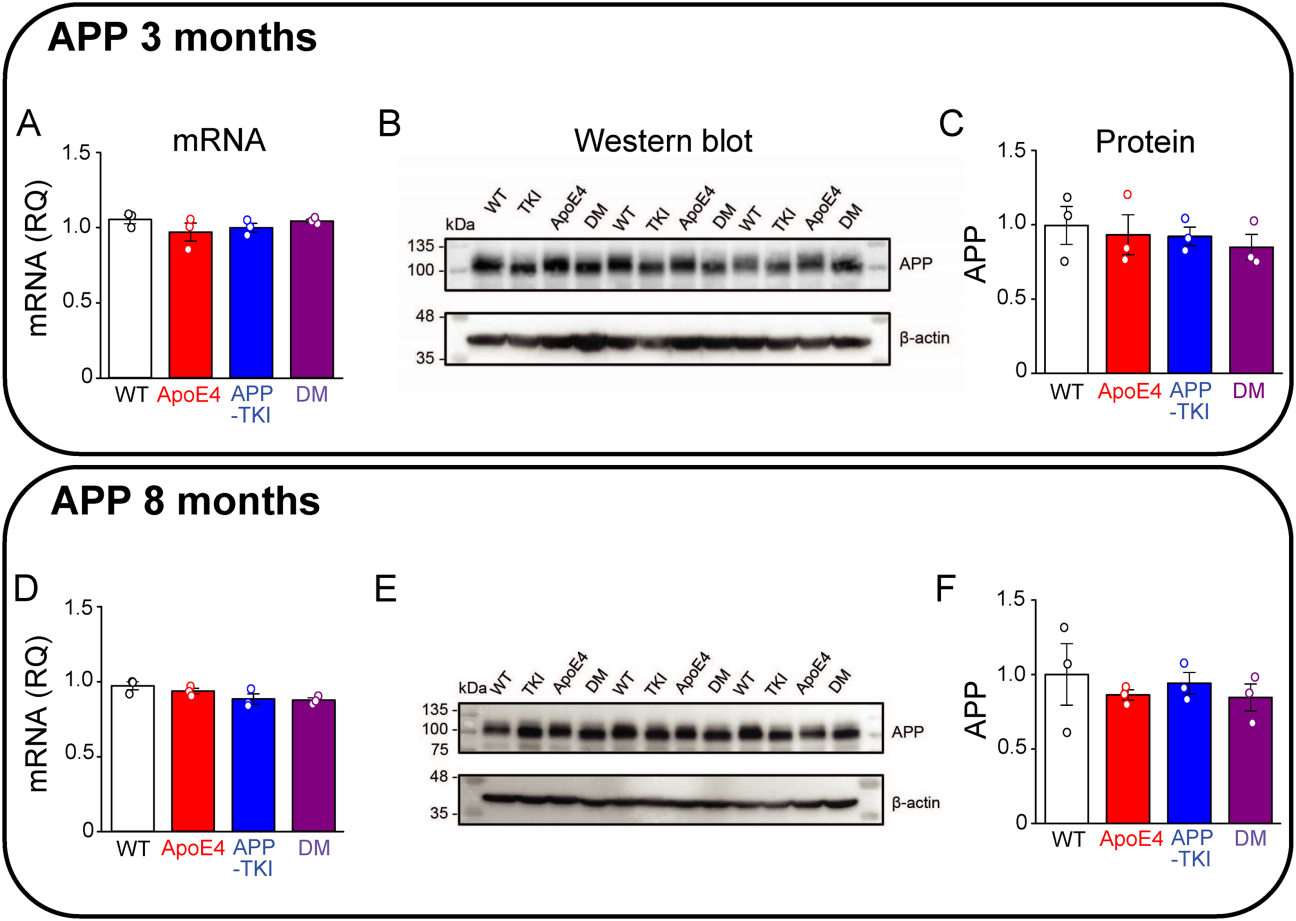
Co-expression of mutant APP and ApoE4 does not alter hippocampal APP expression. Measurements of APP in hippocampal tissue from 3-month-old **(A–C)** and 8-month-old **(D–F)** mice. **(A,D)** *APP* mRNA levels were determined by RT-qPCR, using *Gapdh* as an endogenous control, for each genotype (*N =* 3). Data are represented as RQ values, with points indicating means for three technical replicates for each mouse, bars showing mean values across mice (*N =* 3) and error bars indicating ± 1 SEM. One-way ANOVA showed no significant differences across the four genotypes for both age groups. **(B,E)** APP protein levels were determined in the FA-solubilized pellet fraction of hippocampal tissue by western blotting, with β-actin used as a loading control. **(C,F)** Semi-quantitative densitometric analysis of western blot APP bands, relative to β-actin. Points indicate means for individual mice, bars show mean values across mice (*N =* 3) and error bars indicate ± 1 SEM for each genotype group. No significant differences were detected between groups in one-way ANOVA.

In addition to amyloid plaques, another key histopathological hallmark of AD is the development of neurofibrillary tangles containing a hyperphosphorylated form of tau, a microtubule-associated protein (Aillaud and Funke, 2023). Exposure to Aβ induces phosphorylation of tau at Ser396 (Johansson et al., 2006), mediated by glycogen synthase kinase 3 beta (Li and Paudel, 2006). Hyperphosphorylation of Ser396 has been implicated in AD and contributes to reduced microtubule binding (Bramblett et al., 1993). The PHF13 antibody was used to recognize tau phosphorylated at Ser396, while the AT8 antibody recognized tau phosphorylated at Ser202/Thr205 (Li et al., 2017). At 3 months of age, levels of Tau phosphorylation at both Ser396 and Ser202/Thr205 were constant across all 4 genotypes (Figures 2A–D). At 8 months of age, there was a trend (*p* = 0.07) toward increased Ser396 phosphorylation (Figures 2E,F) and a significant increase (*p <* 0.05) in the proportion of Ser202/Thr205 phosphorylation in both the *APOE4* and DM mice compared to WT mice (Figures 2G,H).

**Figure 2:**
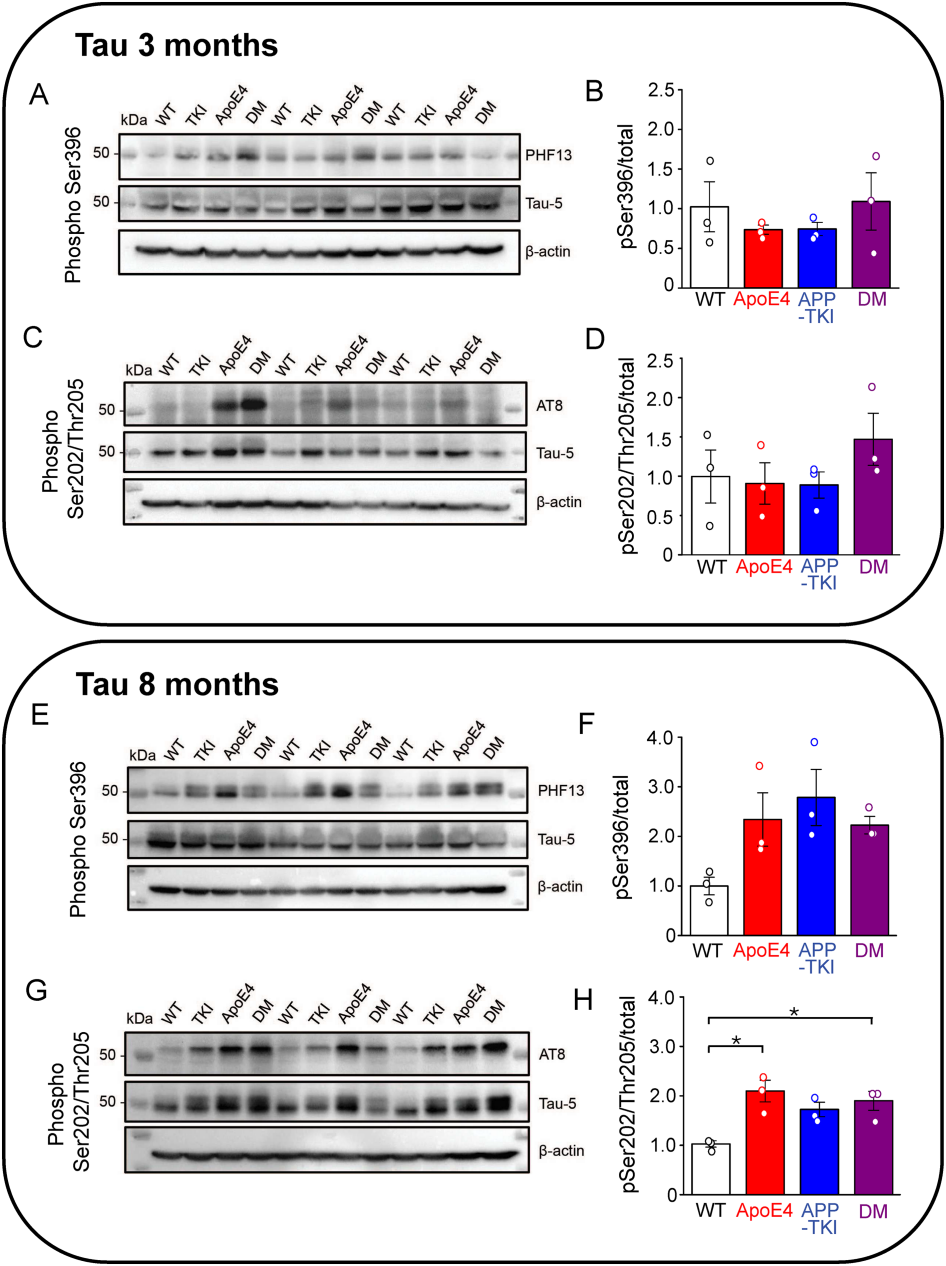
Phosphorylated hippocampal tau is higher in AD mutant mice at 8 months. Measurements of hippocampal phosphorylated tau from 3-month-old **(A–D)** and 8-month-old **(E–H)** mice. **(A,C,E,G)** Tau protein levels were determined in the FA-solubilized pellet fraction of hippocampal tissue by western blotting with the Tau-5 antibody to detect total tau, the PHF13 antibody to detect Ser396 phosphorylated tau, and the AT8 antibody to detect Ser202/Thr205 phosphorylated tau; β-actin was used as a loading control. *N =* 3 for each genotype group. **(B,D,F,H)** Semi-quantitative densitometric analysis of western blot data determined the ratio of phosphorylated tau to total tau (normalized relative to β-actin). Points indicate measurements from individual mice, bars represent mean values and error bars indicate ± 1 SEM. No significant differences were seen between the groups at 3 months **(B,D)** or for PHF13 at 8-months (**F**; one-way ANOVA). There was a significant difference in phospho-tau levels detected by AT8 in one-way ANOVA (*p <* 0.01) at 8 months **(H)** with *post hoc* multiple comparisons Bonferroni indicating which groups differ; asterisks indicate *p <* 0.05.

In summary, the presence of *APOE4* does not affect levels of APP in the hippocampus at ages up to 8 months. In contrast, *APOE4* does mildly increase tau phosphorylation at age 8 months, though not at 3 months.

### *APOE4* does not increase plaque density in double-mutant mice

Given that *APOE4* affects Aβ clearance (Verghese et al., 2013; Kanekiyo et al., 2014), we next determined whether *APOE4* influences the accumulation of Aβ plaques in the hippocampus. In these experiments, the amount of fibrillary Aβ plaques was measured in the hippocampus of the four mouse lines at three different ages (3, 6 and 9 months). Plaques were imaged via immunohistochemistry, using an antibody that detects humanized amyloid beta (6E10; Pirttilä et al., 1994). Starting at 3 months of age, both APP-TKI and DM mice had significantly higher amounts of Aβ plaques than WT and ApoE4 mice (Figure 3A). In addition, as the mice aged, there was a dramatic increase in the level of plaques in APP-TKI and DM mice (Figure 3A). The increase in plaque burden, measured as the density of plaques, more than doubled from 3 months to 6 months in APP-TKI and DM mice (Figure 3B). There were significant interaction effects between age and genotype [*F*(6,24) = 9.3, *p <* 0.001]. However, the addition of *APOE4* to the mutant *App* background did not exacerbate formation of Aβ plaques in the hippocampus, consistent with the observed lack of effect of *APOE4* on APP levels (Figure 1). There was also no difference in Aβ42 levels between 3-month-old APP-TKI and DM mice (Supplementary Figure S1).

**Figure 3:**
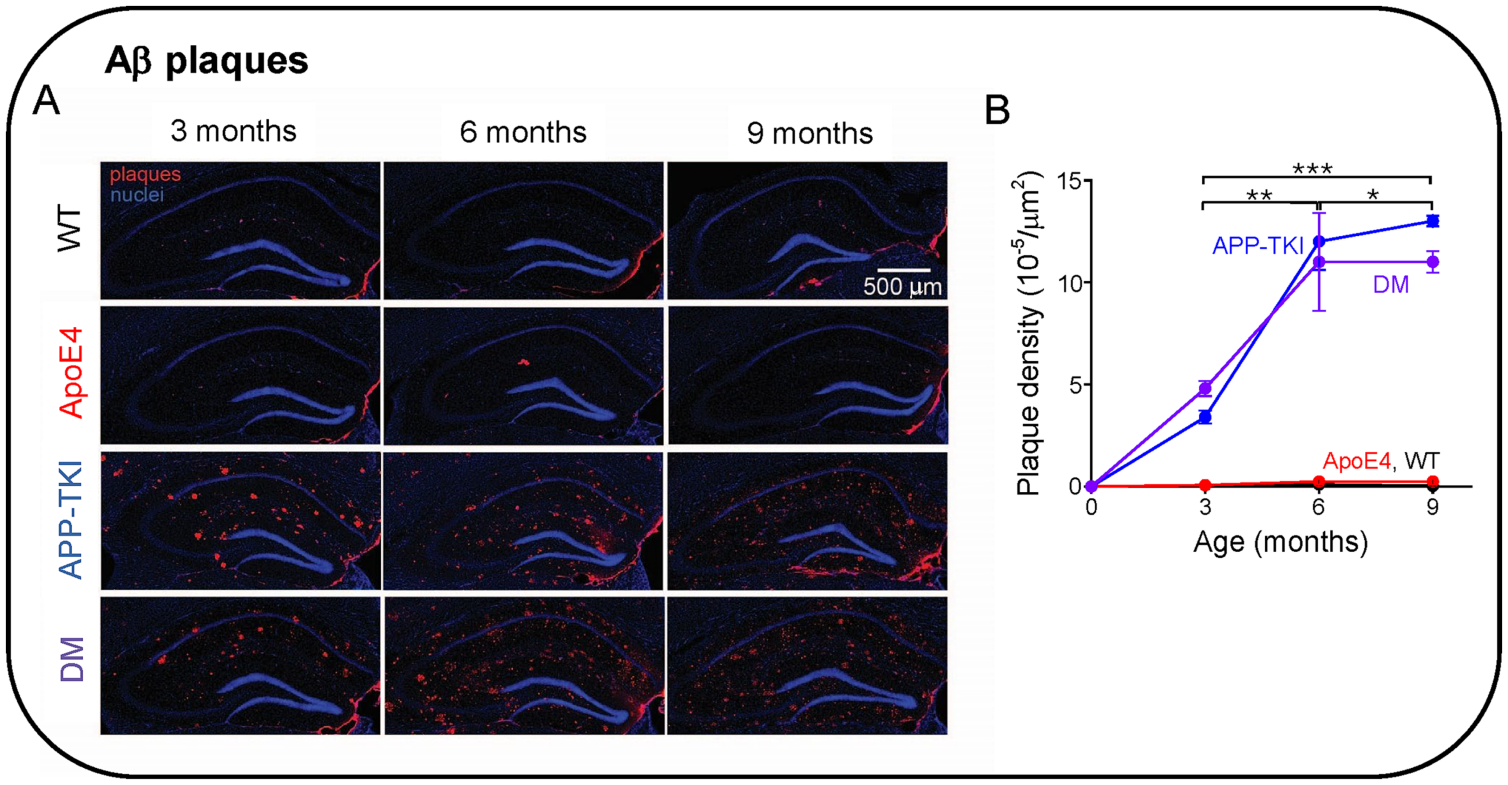
Aβ plaque formation in the hippocampus of Alzheimer’s disease animal models. **(A)** Immunohistochemistry of Aβ pathology in the hippocampus of 3-9-month-old mice. **(B)** Time course of changes in Aβ plaque density in the indicated genotypes. Points represent means and error bars are ± 1 SEM. There were statistically significant interactions between the effects of genotype and age (*N =* 36 mice, two-way ANOVA). Asterisks indicate significant effects of age: *p < 0.05, **p < 0.01, ***p < 0.001. ANOVA with Tukey HSD indicated significant effects of APP-TKI compared to WT or *ApoE4* (*p <* 0.001) and for DM compared to WT or *ApoE4* (*p <* 0.001).

### Upregulation of vasculature-related genes produced by *APOE4/App* interactions

Despite the lack of effect of *APOE4* on levels of APP, Aβ or plaques, we next considered the potential consequences of *APOE4/App* interactions on the expression of other genes. 

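Whole hippocampi of 3-month-old female mice gave 15 libraries, 3 for each of 5 groups, in 2 batches. Batch 1 held WT, APP-TKI and DM libraries and batch 2 held WT and ApoE4 libraries, so that each batch had its own WT group and DM and ApoE4 libraries were in different batches. APP-TKI mice carry mutations that were knocked in at the mouse *App* locus, ApoE4 mice carry the human *APOE4* allele, and DM mice carry both. The deposited table holds whole-number read counts per gene, made by the authors by trimming the reads, aligning them with STAR to the mouse genome with the human *APOE* sequence added, and counting with HTSeq. It has a single *Apoe* row, so human and mouse transcripts cannot be told apart in it and *Apoe* does not check the genotype labels. The total count per library was 32754717 to 36790373 (median 34182800) in WT mice of batch 1, 34345854 to 36317506 (median 34363977) in APP-TKI mice, 35398148 to 38427086 (median 36536367) in DM mice, 37518090 to 38843827 (median 38142323) in WT mice of batch 2 and 38089276 to 44630808 (median 42810645) in ApoE4 mice. *Xist*, the RNA that silences an X chromosome in females, had 27413 to 45175 counts in every library, while *Kdm5d* on the Y chromosome had at most 1. Genes with more than 1 CPM in at least 3 libraries were kept (16171 of 55471, of which 13911 are protein-coding), counts were scaled by the upper quartile, and each batch was fitted on its own, as in the paper's methods. Groups were compared with the quasi-likelihood test of edgeR, and protein-coding genes with a Benjamini-Hochberg adjusted p under 0.1 over all tested genes were counted as DEGs. Of genes changed 2-fold in simulated DM and WT libraries, this test recovered 86.6%. The simulation was drawn from the means and library sizes, without other differences between libraries, so that recovery in the real ones may be lower. Gene lists for cell types and pathways were tested with camera at a preset correlation of 0.01, and members were also counted when adjusted over the list alone. Within batch 1, long noncoding and antisense transcripts, many of which stay in the nucleus, took 2.37% to 2.61% of the counts in 4 libraries (WT replicate 1, APP-TKI replicates 1 and 2, and DM replicate 1) and 1.91% to 2.06% in the other 5.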

For this purpose, we analyzed differentially expressed genes (DEGs) via bulk RNA sequencing of the hippocampus of 3-month-old mice of each mutant genotype and compared these to WT mice. Compared to WT mice, there were 19 DEGs in ApoE4 mice, 22 DEGs in APP-TKI mice and 82 DEGs in DM mice (FDR < 0.1; Figures 4A,B; Supplementary Figure S2). This excludes 8 DEGs that are altered in mouse brain during the estrus cycle (e.g., prolactin and growth hormone; DiCarlo et al., 2017). 

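*Mid1*, which encodes a microtubule-associated ubiquitin ligase and lies on chromosome X of GRCm38 from 169685199 to 170005736, was lower in APP-TKI and in DM mice than in WT mice. It averaged 17.1 ± 5.20 CPM (SD, n = 3) in WT mice of batch 1, 4.91 ± 0.444 CPM (SD, n = 3) in APP-TKI mice and 3.73 ± 0.345 CPM (SD, n = 3) in DM mice. The log2 fold change was -2.20 (standard error 0.20, adjusted p = 0.00304 from edgeR's quasi-likelihood test) in DM mice and -1.80 (standard error 0.20, adjusted p = 0.0197 from the same test) in APP-TKI mice. *Col8a2*, on chromosome 4 from 126286793 to 126314330, encodes a collagen chain of basement membranes and rose in DM mice from 0.669 ± 0.132 to 2.78 ± 0.262 CPM (SD, n = 3 each), a log2 fold change of 2.05 (standard error 0.27, adjusted p = 0.0465 from edgeR's quasi-likelihood test). In APP-TKI mice the log2 fold change of *Col8a2* was 1.34 (standard error 0.27, adjusted p = 0.410 from the test of edgeR). These were the only DEGs of the quasi-likelihood test, 2 in DM mice, 1 in APP-TKI mice and 0 in ApoE4 mice. At an unadjusted p under 0.05 there were 736 genes in DM mice, 576 in APP-TKI mice and 969 in ApoE4 mice, where chance alone gives 808.6. With 1 library left out there were 507 to 910 in DM mice. There were 377 (without WT replicate 3) to 906 (without APP-TKI replicate 3) in APP-TKI mice. In ApoE4 mice there were 472 (without ApoE4 replicate 3) to 1216 (without ApoE4 replicate 2). The 3 libraries of the mutant lay wholly above or below the 3 WT libraries for 10.4% of the genes in DM mice, 8.3% in APP-TKI mice and 12.2% in ApoE4 mice, against 10% by chance. DEGs depended on the test, with 131 in DM, 43 in APP-TKI and 115 in ApoE4 mice by edgeR's robust likelihood ratio test as planned here, and 48, 21 and 43 by the Wald test of DESeq2. The paper gives no options for its robust likelihood ratio tests, so that the planned test need not be the paper's. A likelihood ratio test with robust tagwise dispersions, chosen after seeing the data, gave 90, 25 and 21. Its log2 fold changes differed from the paper's by at most 4.9e-06 over the part of Table S1 at hand. With the replicate number as a block, taken from the counts to pair the DM and WT libraries, the quasi-likelihood test gave 11 DEGs in DM mice. With all 15 libraries in a single fit that test gave 1 DEG in DM mice, and *Col8a2* did not pass (adjusted p = 0.895 from edgeR). Without APP-TKI replicate 2 or replicate 3, which share the estimate of the spread, the quasi-likelihood test gave 27 or 8 DEGs in DM mice, while *Col8a2* did not pass without WT replicate 2 (adjusted p = 0.204 from edgeR), WT replicate 3 (0.405), APP-TKI replicate 1 (0.122), DM replicate 2 (0.346) or DM replicate 3 (0.285), nor *Mid1* in APP-TKI mice without WT replicate 1 (0.101) or APP-TKI replicate 1 (0.150), 2 (0.148) or 3 (0.132).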

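Prolactin (*Prl*) and growth hormone (*Gh*), hormones of the anterior pituitary, had few counts in batch 1 and more in the WT libraries of batch 2. *Prl* averaged 0.0667 ± 0.0313 CPM (SD, n = 3) in WT mice of batch 1, with 1 to 3 counts per library, and 0.654 ± 0.859 CPM (SD, n = 3) in DM mice, with 0 to 59 counts. In batch 2 it averaged 7.74 ± 3.80 CPM (SD, n = 3) in WT mice, with 162 to 452 counts, and 0.625 ± 0.652 CPM (SD, n = 3) in ApoE4 mice, with 6 to 52 counts. Neither gene was a DEG. In ApoE4 mice the log2 fold change was -3.66 (standard error 0.70) for *Prl* and -3.31 (standard error 0.74) for *Gh*, with adjusted p of 0.669 and 0.761 from edgeR's quasi-likelihood test, and every ApoE4 library lay below every WT library for both genes. *Gh* had 0 to 1 counts per library in WT mice of batch 1 and 3 to 16 in DM mice, too few for a fold change, and its adjusted p was 0.933 from the same test. *Pomc*, which encodes the precursor of the pituitary hormone ACTH, had a log2 fold change of -2.13 (standard error 0.41) in ApoE4 mice. Of the pituitary list, these 3 were the measured members, and all were lower in ApoE4 mice when adjusted over the list alone, 0 when adjusted over all genes (camera adjusted p = 3.32e-13 for the list, adjusted p = 0.180 with an estimated correlation).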

Only one DEG was shared between ApoE4 and DM mice, and 7 between APP-TKI and DM mice. 

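*Mid1* was the gene shared by DM and APP-TKI mice and was lower in both. No DEG was shared by DM and ApoE4 mice, since edgeR's quasi-likelihood test gave 0 DEGs in ApoE4 mice at an adjusted p under 0.1; 880 protein-coding genes of ApoE4 mice had an unadjusted p under 0.05, and DESeq2 gave 43 DEGs. Both of the comparisons of batch 1 used the same 3 WT libraries. When unchanged groups were simulated against shared WT libraries 30 times, 0 to 1 DEGs were shared. At an unadjusted p under 0.05, DM mice had 676 and APP-TKI mice 506 protein-coding genes, and 176 of them moved in the same direction, 127 up and 49 down. The simulated groups shared 123 to 173 (median 141), while independent lists of these sizes would share 12.7 up and 1.65 down. Over all genes the log2 fold changes of both comparisons had a correlation of 0.567 across genes, which are not independent replicates, against 0.455 to 0.533 in the simulations, and a covariance of 0.0221 against 0.0146 to 0.0177. The share of genes with the same sign went the other way, with 62.9% against a simulated 66.7%. With 3 WT libraries the controls could not be split into parts of at least 2 libraries each, so part of the excess may come from the shared controls. DM and ApoE4 mice share no library. At an unadjusted p under 0.05 they had 67 protein-coding genes in common where 42.8 are given by independent lists (Fisher's exact test over genes, which are not independent, p = 0.000243). Of these, 23 moved in the same direction, 20 up and 3 down, where independent lists give 19.04 and 3.53. The other 44 moved in opposite directions, so that the excess over independent lists lies in those.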

Gene Ontology analysis of the DEGs showed enrichment in several biological processes, including extracellular matrix organization, for both APP-TKI and DM mice (APP-TKI: 3 genes, *p* = 5.6×10^−3^; DM: 8 genes, *p <* 10^−4^; see Supplementary Table S1). 

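Extracellular matrix genes were higher in DM than in WT mice, and did not differ as a list between DM and APP-TKI mice. Of 64 measured genes of a matrix list, 44 had a higher and 20 a lower level in DM than in WT mice. *Col8a2* alone passed when adjusted over all genes, though not without WT replicate 2 (adjusted p = 0.204 from edgeR), WT replicate 3 (0.405), APP-TKI replicate 1 (0.122), DM replicate 2 (0.346) or DM replicate 3 (0.285). With all 15 libraries in a single fit it did not pass either (0.895). When adjusted over the list alone, 6 genes were higher and 0 lower. *Aebp1*, a secreted collagen-binding protein, had a log2 fold change of 1.01 (standard error 0.18), *Ogn*, the proteoglycan osteoglycin, of 1.07 (standard error 0.22) and *Col1a2*, a chain of type I collagen, of 0.96 (standard error 0.22). The list's median log2 fold change was 0.09 (camera adjusted p = 3.44e-06, adjusted p = 0.0772 with an estimated correlation), and it was 0.056 without DM replicate 1, 0.156 without DM replicate 3 and 0.147 without WT replicate 1. With the replicate number as a block, *Ogn* passed over all genes too (adjusted p = 0.0713 from edgeR). In APP-TKI mice 54 of the 64 genes were higher than in WT mice and 4 passed when adjusted over the list alone, 0 when adjusted over all genes. These were *Col8a2* and *Ogn*, with a log2 fold change of 0.86 (standard error 0.23) for *Ogn*, and the collagens *Col15a1* (0.90, standard error 0.25) and *Col12a1* (0.57, standard error 0.16). The median in APP-TKI mice was 0.12 (camera adjusted p = 8.59e-08, adjusted p = 0.109 with an estimated correlation). Between DM and APP-TKI mice 32 of the 64 genes had a higher and 32 a lower level, 0 over the list alone (median 0.003, camera adjusted p = 0.741). Fibroblast markers parted from the matrix list there, with a median log2 fold change of 0.62 in DM and 0.20 in APP-TKI mice against WT and of 0.443 between DM and APP-TKI mice.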

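In DM mice, markers of vessel cells and of the cells around vessels and ventricles were higher than in WT mice. Of 40 endothelial markers, 36 had a higher level, and 15 were higher and 1 lower when adjusted over the list alone. Among them were *Pltp*, a phospholipid transfer protein (log2 fold change 0.72, standard error 0.12), *Podxl*, a sialomucin of the vessel lumen (0.51, standard error 0.09), *Pecam1* (0.65, standard error 0.14) and *Cdh5* (0.72, standard error 0.16), both of endothelial junctions. The endothelial list had a median of 0.31 (camera adjusted p = 8.24e-18, adjusted p = 0.0611 with an estimated correlation). All 10 measured smooth muscle markers had a higher level (median 0.32, camera adjusted p = 3.12e-08, adjusted p = 0.0611 with an estimated correlation), 5 of them when adjusted over the list alone, including *Tpm2* (0.59, standard error 0.15) and *Myh11* (0.80, standard error 0.20), which encode contractile proteins. Of 15 pericyte markers 1 passed over the list alone, *Cald1* (0.27, standard error 0.08), and the list had a camera adjusted p of 0.00270 and an adjusted p of 0.178 with an estimated correlation. All 32 fibroblast markers had a higher level and 21 passed over the list alone (camera adjusted p = 1.46e-45, adjusted p = 0.0123 with an estimated correlation), among them *Ptgds*, prostaglandin D synthase (0.88, standard error 0.15), and *Crabp2*, a retinoic acid carrier (1.48, standard error 0.32). All 19 ependymal markers had a higher level, with a median of 1.15, and 15 passed over the list alone (camera adjusted p = 8.69e-25, adjusted p = 0.0772 with an estimated correlation). Of 11 plasminogen system genes 1 passed over the list alone, *Anxa2*, a cell-surface receptor of plasminogen and its activator (0.93, standard error 0.16), while *Plau*, urokinase, had 0.48 (standard error 0.19). This list had a median of 0.067, a camera adjusted p of 0.0118 and an adjusted p of 0.102 with an estimated correlation. Of 46 angiogenesis genes 4 passed over the list alone, with *Robo4* at 0.81 (standard error 0.25) and *Tgfbr2* at 0.38 (standard error 0.12), and the list had a camera adjusted p of 0.000131 and an adjusted p of 0.123 with an estimated correlation. Of 25 blood-brain barrier genes 2 were higher over the list alone, *Cavin1* (0.66, standard error 0.13) and the glucose transporter *Slc2a1* (0.30, standard error 0.10), and 1 was lower, the amino acid transporter *Slc7a5* (-0.27, standard error 0.09); the list had a camera adjusted p of 0.00134 and an adjusted p of 0.102 with an estimated correlation. Adjusted over all genes, 0 members of these lists passed edgeR's quasi-likelihood test, and with the replicate number as a block *Ptgds* (adjusted p = 0.0375), *Pltp* (0.0600) and *Anxa2* (0.0713) did. Without WT replicate 1 the pericyte list (median 0.125, camera adjusted p = 0.189) and the plasminogen list (0.041, camera adjusted p = 0.136) did not pass, and the smooth muscle median was 0.182. The plasminogen median was 0.042 without DM replicate 1, 0.119 without DM replicate 2 and 0.038 without DM replicate 3.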

Notably, comparing DM to WT revealed significant enrichment in processes related to the vascular system, including ‘regulation of plasminogen activation’ (3 genes, *p* = 1.3 × 10^−5^) and ‘blood vessel development’ (9 genes, *p* = 9.6 ×10^−3^) that were absent in the single-mutant comparisons. Overall, the low number of DEGs in ApoE4 and APP-TKI indicates that, at 3 months of age, there are only a few select changes in the transcriptomes of the single-mutant mice relative to WTs. In contrast, in the DM mice there were a number of DEGs enriched for distinct biological processes, indicating that the interaction of *ApoE4* and *App* mutations have specific consequences upon gene expression in the brain.

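In APP-TKI mice, genes of the integrated stress response, which ATF4 switches on when protein synthesis is limited, were lower than in WT mice. Of 25 measured genes 23 had a lower level and 7 passed when adjusted over the list alone, 0 when adjusted over all genes, with a list median of -0.11 (camera adjusted p = 1.25e-16, adjusted p = 0.0490 with an estimated correlation). *Atf4* had a log2 fold change of -0.37 (standard error 0.07), *Chac1*, which degrades glutathione, of -0.74 (standard error 0.15) and *Atf5* of -0.43 (standard error 0.11). All 21 genes of cholesterol synthesis and uptake had a higher level in APP-TKI mice, 0 of them past the threshold over the list alone (median 0.11, camera adjusted p = 1.07e-07, adjusted p = 0.383 with an estimated correlation; 0.074 without WT replicate 1 and 0.178 without WT replicate 2). Of 74 genes of the respiratory chain 66 had a lower level in APP-TKI mice, 0 over the list alone (median -0.082, camera adjusted p = 2.44e-12, adjusted p = 0.554 with an estimated correlation; -0.054 without WT replicate 2 and -0.051 without APP-TKI replicate 2), and in ApoE4 mice 72 had a lower level, 0 over the list alone (median -0.088, camera adjusted p = 9.10e-12, adjusted p = 0.640 with an estimated correlation). In ApoE4 mice, 17 of 18 glucocorticoid response genes had a higher level and 12 passed over the list alone (median 0.39, camera adjusted p = 3.38e-25, adjusted p = 0.180 with an estimated correlation), among them *Zbtb16* (0.52, standard error 0.08), *Fkbp5*, which encodes a chaperone of the glucocorticoid receptor (0.41, standard error 0.08), and *Hif3a* (1.15, standard error 0.22). Of 15 heat shock and chaperone genes, 6 were higher over the list alone, including *Hspa5* (0.37, standard error 0.07) and *Pdia4* (0.39, standard error 0.07) of the endoplasmic reticulum, with a camera adjusted p of 6.37e-06 and an adjusted p of 0.426 with an estimated correlation. Of 23 immediate early genes, which neuronal activity induces, 3 were lower over the list alone, with *Fos* at -0.81 (standard error 0.12), and the list had a camera adjusted p of 0.000326 and an adjusted p of 0.574 with an estimated correlation, and a camera adjusted p of 0.155 without WT replicate 2. Markers of neighbouring tissue differed between the libraries of batch 2. Striatal markers had a score, the mean log2 CPM centred within the batch, of 2.63 in ApoE4 replicate 3, and choroid plexus markers of 1.92 in ApoE4 replicate 1 and of 1.83 in WT replicate 3. Without these 3 libraries, chosen after seeing the data, 1 ApoE4 library was set against 2 WT libraries and was assumed to vary like them, and the quasi-likelihood test of edgeR gave 2 DEGs.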

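In ApoE4 mice, smooth muscle markers were lower than in WT mice, and in APP-TKI mice fibroblast markers were higher. Both lists passed by camera at the preset correlation only. The lower level of fibroblast markers in ApoE4 mice rested on WT replicate 3. Of 32 fibroblast markers 28 had a higher level in APP-TKI mice and 1 passed when adjusted over the list alone, 0 when adjusted over all genes (median log2 fold change 0.204, camera adjusted p = 1.49e-06, adjusted p = 0.283 with an estimated correlation). Endothelial markers had a median of -0.071 there (camera adjusted p = 0.0645, adjusted p = 0.695 with an estimated correlation), smooth muscle markers of 0.02, plasminogen system genes of 0.089 and angiogenesis genes of -0.03, and camera did not pass for the last 3. The endothelial list did not pass without WT replicate 2 (camera adjusted p = 0.200), WT replicate 3 (0.3635) or APP-TKI replicate 1 (0.909, at a median of 0.005), with medians of -0.029 and -0.030 for the first 2, and had a median of -0.119 without APP-TKI replicate 2. It also did not pass with the genes of Fig. 5A taken out of the list (camera adjusted p = 0.132) or with the nuclear noncoding RNA score in the fit (0.133). The angiogenesis list passed without WT replicate 1 (median -0.053, camera adjusted p = 0.08) and, just under the threshold of 0.1, without APP-TKI replicate 3 (median -0.012). Without WT replicate 1 the smooth muscle median was 0.005 and the plasminogen median 0.011, and without APP-TKI replicate 3 the plasminogen median was 0.000, all 3 against the direction of camera's test. In ApoE4 mice smooth muscle markers had a lower level in 9 of 10 cases (median -0.30, camera adjusted p = 3.40e-05, adjusted p = 0.426 with an estimated correlation), with *Myh11*, a contractile protein, at -0.83 (standard error 0.16), and the median was -0.166 without WT replicate 3 and -0.192 without ApoE4 replicate 2. Plasminogen system genes had a median of -0.051 in ApoE4 mice (camera adjusted p = 0.0588, adjusted p = 0.509 with an estimated correlation), which was -0.111 without WT replicate 1 and did not pass without WT replicate 3 (camera adjusted p = 0.195) or ApoE4 replicate 3 (0.1045, at -0.017). Angiogenesis genes had -0.066 (camera adjusted p = 0.0946, adjusted p = 0.779 with an estimated correlation), which was -0.142 without ApoE4 replicate 1 and did not pass without WT replicate 1 (camera adjusted p = 0.498), WT replicate 2 (0.159), ApoE4 replicate 2 (0.586) or ApoE4 replicate 3 (0.3095), with medians of -0.035, -0.044, -0.071 and -0.035. Pericyte markers had a lower level in 12 of 15 cases (median -0.148, camera adjusted p = 0.0223, adjusted p = 0.509 with an estimated correlation), which was not tested with a library left out. Endothelial markers had -0.068 (camera adjusted p = 0.160), and -0.009 without ApoE4 replicate 3, and passed without WT replicate 3 (median -0.13, camera adjusted p = 0.009) or ApoE4 replicate 1 (median -0.153, camera adjusted p = 0.0001). Fibroblast markers had a lower level in 29 of 32 cases in ApoE4 mice, 0 over the list alone (median -0.32, camera adjusted p = 0.000115, adjusted p = 0.713 with an estimated correlation). Their score was 0.769 in WT replicate 3, and without that library their median was 0.005 (camera adjusted p = 0.969), while without WT replicate 1 it was -0.529. All 19 ependymal markers had a higher level than in WT mice in both single mutants. In APP-TKI mice the median was 0.415 (camera adjusted p = 0.000175, adjusted p = 0.695 with an estimated correlation), with 0.153 without APP-TKI replicate 3 (camera adjusted p = 0.887) and 0.884 without APP-TKI replicate 2. In ApoE4 mice it was 0.586 (camera adjusted p = 6.16e-11, adjusted p = 0.574 with an estimated correlation), with 0.271 without ApoE4 replicate 3, 0.352 without WT replicate 1 and 1.085 without WT replicate 3.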

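The effect of adding *APOE4* to the *App* mutations (DM minus APP-TKI, batch 1) was set against its effect in mice without them (ApoE4 minus WT, batch 2) in a single fit of 15 libraries. Endothelial, smooth muscle and angiogenesis genes had a larger difference on the *App* mutant background. Pericyte markers (median 0.204) and blood-brain barrier genes (0.067) did not pass camera with an estimated correlation (adjusted p = 0.194 and 0.5125). Markers of neighbouring tissue, which set some libraries of batch 2 apart, moved in the same contrast. Striatal markers had a median of -1.78, with 10 of 11 lower over the list alone, and thalamus and habenula markers of 0.914. The median of 40 endothelial markers was 0.45 on the log2 scale, with 16 higher and 1 lower when adjusted over the list alone (camera adjusted p = 3.99e-15, adjusted p = 0.0897 with an estimated correlation). Tight junction protein *Cldn5* differed by 1.14 (standard error 0.28) and *Podxl* by 0.56 (standard error 0.12). Of 10 smooth muscle markers 5 were higher over the list alone (median 0.37, camera adjusted p = 1.77e-09, adjusted p = 0.0238 with an estimated correlation), led by *Myh11* (1.64, standard error 0.26) and *Tagln* (1.15, standard error 0.27). Of 46 angiogenesis genes 12 were higher over the list alone (camera adjusted p = 5.65e-06, adjusted p = 0.0997 with an estimated correlation), including the angiopoietin receptor *Tek* (0.95, standard error 0.26), its relative *Tie1* (0.96, standard error 0.29) and the transcription factor *Erg* (1.22, standard error 0.36). Of 25 interferon response genes 9 were higher over the list alone (median 0.43, camera adjusted p = 1.80e-10, adjusted p = 0.0997 with an estimated correlation), with *Ifit1* at 1.82 (standard error 0.40). Of 18 glucocorticoid response genes 9 were lower over the list alone (median -0.46, camera adjusted p = 1.18e-10, adjusted p = 0.0997 with an estimated correlation), with *Hif3a* at -1.72 (standard error 0.40). Of 74 respiratory chain genes 46 were higher and 1 lower over the list alone (median 0.22, camera adjusted p = 1.72e-31, adjusted p = 0.137 with an estimated correlation). No single gene passed for this difference: edgeR's quasi-likelihood test gave 0 DEGs, with a smallest adjusted p of 0.263, 1107 genes at an unadjusted p under 0.05 where chance gives 808.6, and 110 DEGs by the robust likelihood ratio test and 24 by DESeq2. The 1107 genes became 638 without ApoE4 replicate 3 and 709 without APP-TKI replicate 2, both fewer than by chance. They became 1792 without APP-TKI replicate 3 and 1845 without DM replicate 1, so that the excess depends on single libraries. Leaving out either of these sets DM and APP-TKI mice further apart in nuclear noncoding RNA, from which the rise cannot be told apart. Fibroblast markers had a median difference of 0.65 (camera adjusted p = 2.49e-12, adjusted p = 0.194 with an estimated correlation), which was 0.425 without WT replicate 3 of batch 2. From the few DEGs of the single mutants and the enriched processes among those of DM mice, the paper concludes that the *ApoE4* and *App* mutations interact with specific consequences for gene expression.

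**Figure D1:**
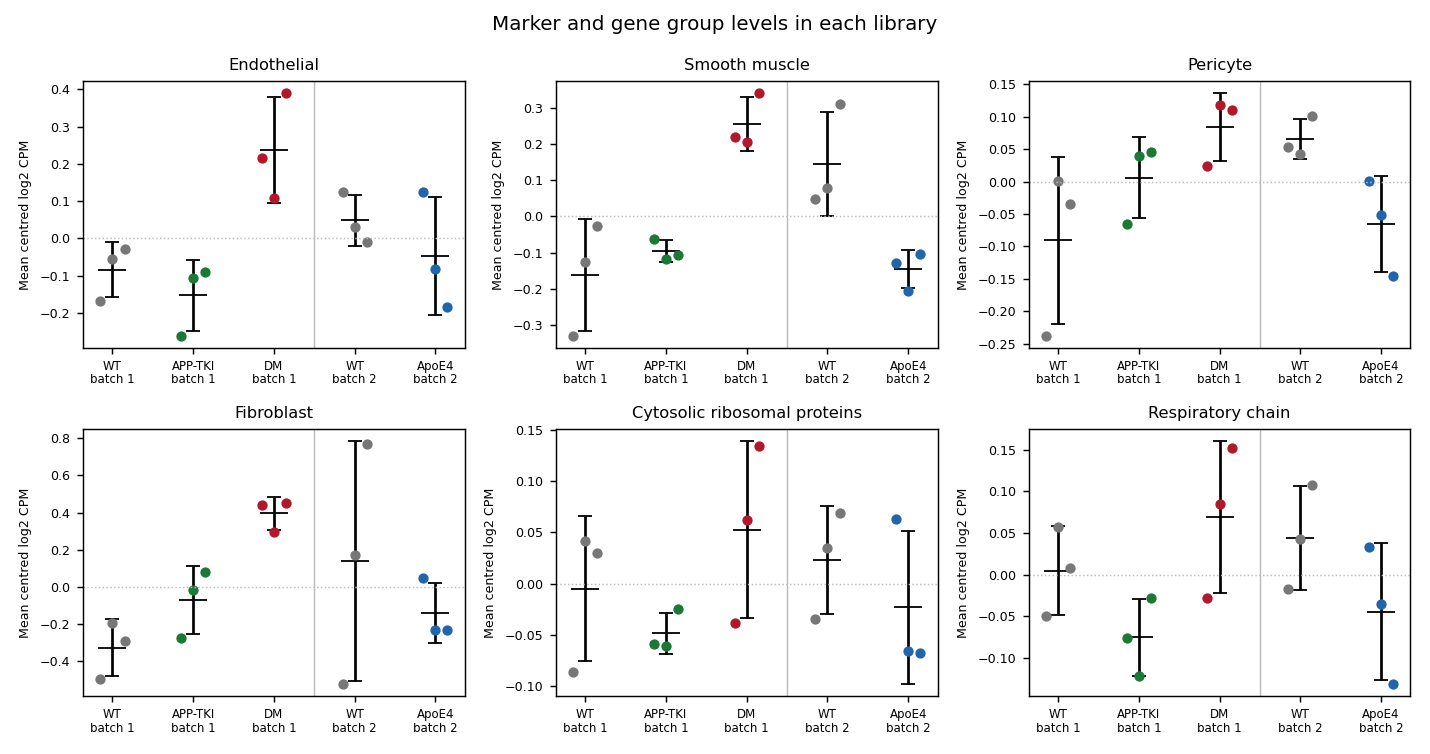
Mean log2 CPM over the measured members of 6 gene lists, each gene centred on its mean in the batch, for each library (points) of the 5 groups, with the group mean and SD (bars, n = 3). Values are comparable within a batch only. All 3 DM libraries lie above the WT and APP-TKI libraries of batch 1 for endothelial, smooth muscle and fibroblast markers.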

**Figure 4:**
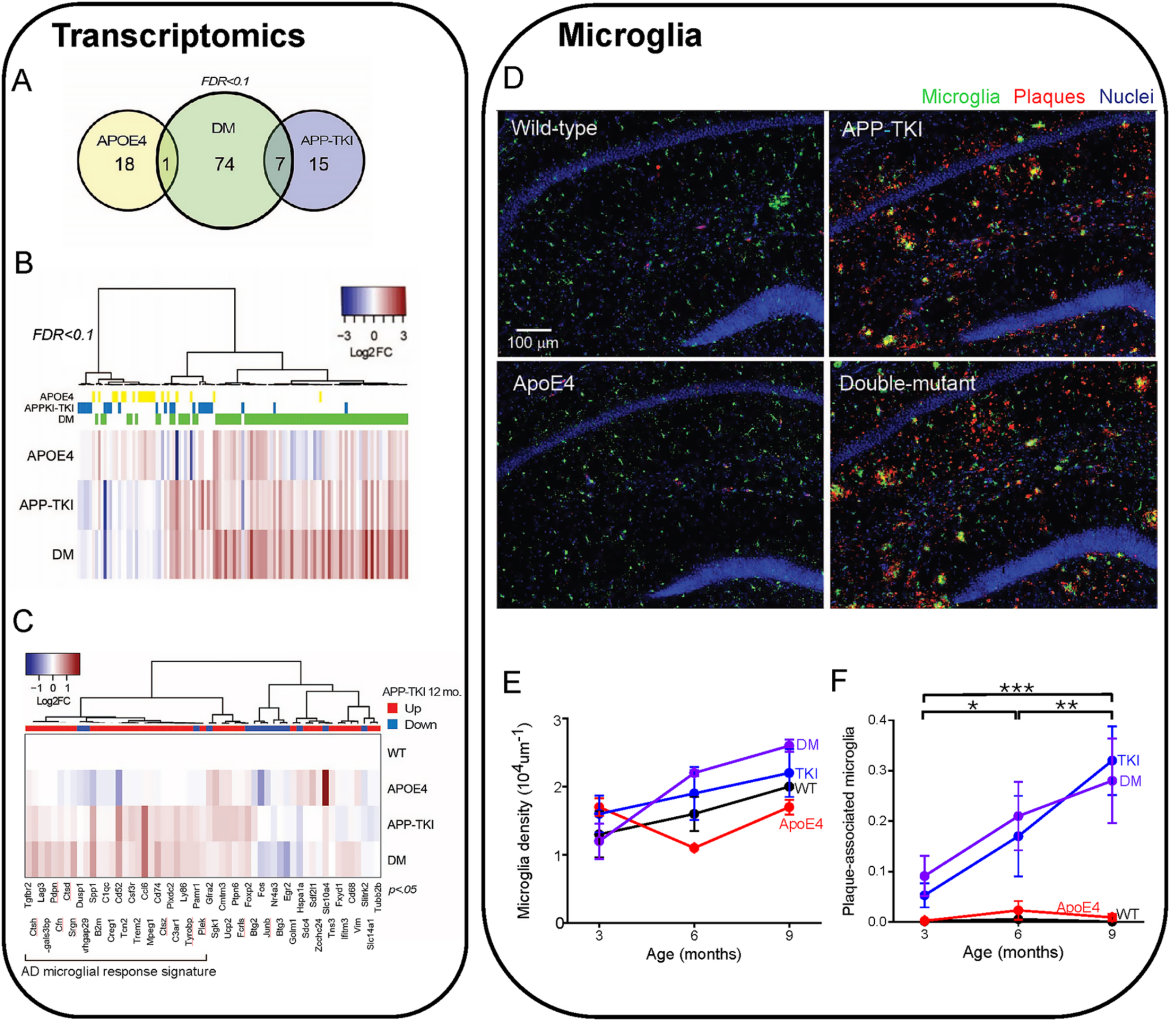
Transcriptomic comparison of 4 mouse lines. **(A)** Venn diagram showing total number and overlapping DEGs in 3-month-old female mice of different genotypes as compared to wild-type (WT) (false discovery rate (FDR < 0.1). **(B)** Heat map of changes in DEGs (log2 fold, or Log2 FCs) compared to WT in each condition (115 genes), sorted via hierarchical clustering (*N =* 3–6 mice for each genotype). DEGs for each mouse genotype are indicated above the heat map. **(C)** DEGs in APP-TKI mice at 12 months, taken from Castillo et al. (2017), that overlap with genes that are significantly different (*p <* 0.05) from WT in any of the three genotypes in our dataset (55 genes). The direction of differential expression for each gene at 12 months, compared to WT, is indicated above the heat map. A large cluster of upregulated genes are mainly associated with microglial activation. **(D)** Hippocampal sections from 4 mouse lines (9 months old) showing immunohistochemical staining for microglia (IBA-1 antibody, green), Aβ plaques (6E10 antibody, red) and nuclei (Hoechst dye, blue). **(E)** Relationship between microglial density and age for each mouse line. There were no statistically significant effects of age or genotype. **(F)** Changes in the fraction of plaque-associated microglia during aging for each mouse line. Points represent mean values and error bars are ± 1 SEM. There was a statistically significant interaction between the effects of genotype and age on the proportion of microglia overlapping with Aβ immunoreactivity (*n =* 36 mice, two-way ANOVA). Asterisks indicate significant effects of age: *p < 0.05, **p < 0.01, ***p < 0.001. ANOVA with Tukey HSD indicated significant effects of APP-TKI compared to WT or *ApoE4* (*p <* 0.001) and for DM compared to WT or *ApoE4* (*p <* 0.001).

In multiple mouse models of AD, there is a robust activation of genes associated with inflammatory responses and immunological diseases (Castillo et al., 2017; Navakkode et al., 2021; Weissmann et al., 2016). Such transcriptomic changes have been observed in 12-month-old APP-TKI mice (Castillo et al., 2017), so we asked whether these gene expression signatures could also be detected in APP-TKI and DM mice as early as 3 months of age. Because such changes are subtle, due to brain pathology still developing at 3 months (e.g., Figure 3B), we removed the FDR correction and compared the outputs with an *a priori* gene list taken from 12-month-old APP-TKI mice (Castillo et al., 2017). This approach, while increasing the possibility of false positives, allowed us to identify DEGs common to both datasets. 

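Microglial genes were higher in both lines with mutant *App*. *Ccl6*, a chemokine, averaged 1.60 ± 0.130 CPM (SD, n = 3) in WT mice of batch 1, 3.38 ± 1.09 CPM (SD, n = 3) in APP-TKI mice and 3.32 ± 0.422 CPM (SD, n = 3) in DM mice. Its log2 fold change against WT was 1.08 (standard error 0.24) in APP-TKI and 1.05 (standard error 0.23) in DM mice. *Trem2*, a lipid-sensing receptor of microglia, had 0.33 (standard error 0.10) and 0.27 (standard error 0.10), its adaptor *Tyrobp* 0.28 (standard error 0.11) and 0.30 (standard error 0.11), and *Spp1*, osteopontin, 0.60 (standard error 0.28) and 0.72 (standard error 0.28), in the same order. These 4 genes passed in both lines when adjusted over the 4 alone, which is not independent evidence since the study chose them on these samples, and 0 passed when adjusted over all genes. In ApoE4 mice their median log2 fold change was -0.06, with 1 gene higher and 3 lower than in WT mice. Of 33 markers of disease-associated microglia, 14 were higher in DM mice over the list alone, including the lysosomal proteases *Ctsz* (0.32, standard error 0.08) and *Ctsd* (0.22, standard error 0.06) and lysozyme *Lyz2* (0.48, standard error 0.12), with a camera adjusted p of 3.01e-12 and an adjusted p of 0.0611 with an estimated correlation. In APP-TKI mice 4 were higher over the list alone, with *Cd52* at 0.87 (standard error 0.26), and the list had a camera adjusted p of 2.05e-06 and an adjusted p of 0.283 with an estimated correlation. Without WT replicate 1 the median of this list was 0.099 in place of 0.176 in DM mice and 0.050 in place of 0.097 in APP-TKI mice. Of 16 markers of resting microglia, 2 were higher over the list alone in APP-TKI mice, *Trem2* and *Fcrls* (0.31, standard error 0.08), and 0 in DM mice. This list passed camera in APP-TKI mice (median 0.114, adjusted p = 0.000472, adjusted p = 0.436 with an estimated correlation), though not without WT replicate 1 (camera adjusted p = 0.132), and in DM mice (median 0.054, camera adjusted p = 0.0665, adjusted p = 0.534 with an estimated correlation), where the median was 0.093 without WT replicate 3 and the list did not pass without WT replicate 1 (camera adjusted p = 0.606, at 0.014), WT replicate 2 (0.215), DM replicate 1 (0.104) or DM replicate 3 (0.393). The list of 12-month-old mice was not used here.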

The greatest number of shared DEGs were detected in DM mice (DM: 37 genes; APP-TKI: 21 genes and *APOE4*: 15 genes), with many of the genes upregulated in both DM and APP-TKI mice (e.g., *Trem2, Tyrobp, Spp1, Ccl6*) associated with microglial activation and disease (Figure 4C; Keren-Shaul et al., 2017).

Consistent with this inflammation-associated microglial gene signature, we observed an increase in the number of plaque-associated microglia in the hippocampus of APP-TKI and DM mice. Microglia were identified by their expression of ionized calcium-binding adapter-1 (Iba-1; Walker and Lue, 2015) and were evident in the hippocampus in all 4 mouse lines (Figure 4D). Although the density of microglia was not statistically different across all genotypes and age groups (Figure 4E), the proportion of microglia that were associated with Aβ plaques was significantly higher in APP-TKI and DM mice compared to WT and *ApoE4* mutant mice (Figure 4F). This increased prevalence of Iba1-positive, plaque-associated microglia indicates the emergence of disease-associated microglia that could be detected at 3 months of age and continued to increase with age in both APP-TKI and DM mice, but not in WT or *ApoE4* mice (Figure 4F). There were significant interaction effects for age and genotype (*F*(6,24) = 7.3, *p <* 0.001). Thus, while microglial density was similar in all 4 genotypes, the mutant APP gene (and resultant accumulation of Aβ plaques) increased the proportion of microglia associated with plaques. This could account for the observed changes in early inflammation-related microglial gene expression that is likely due to changes in resident microglia rather than accumulation of infiltrating microglia recruited from other brain regions (Sarlus and Heneka, 2017; Sevenich, 2018).

To further examine how the interaction of *ApoE4* and mutant *APP* alters gene expression, we analysed differential gene expression between the APP-TKI and DM transcriptomes. This analysis revealed 23 DEGs, all but one of which were more highly expressed in DM compared to APP-TKI (or to ApoE4; Figure 5A; Supplementary Figure S2). 

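The 23 genes of Fig. 5A had the same directions as in the figure, with 22 at a higher and 1 at a lower level in DM than in APP-TKI mice and each at an unadjusted p under 0.05, and a median log2 fold change of 0.61. The gene at a lower level was *Btg3*, which restrains cell division, with a log2 fold change of -0.46. Set against WT, the 23 genes had a median of 0.52 in DM mice, with 22 higher and 1 lower, and of -0.15 in APP-TKI mice, with 6 higher and 17 lower. In ApoE4 mice of batch 2 the median was -0.06, with 6 higher and 17 lower. Since the study chose these genes on the same libraries, their direction in DM and APP-TKI mice is not independent evidence. With edgeR's quasi-likelihood test 0 genes were DEGs between DM and APP-TKI mice, with a smallest adjusted p of 0.220 over all genes and 611 genes at an unadjusted p under 0.05 where chance gives 808.6. The 611 genes became 344 without DM replicate 3 and 350 without APP-TKI replicate 2. They became 1306 without DM replicate 1 and 1343 without APP-TKI replicate 3. Without DM replicate 1 the DM libraries left had 2.05% and 1.96% of their counts in long noncoding and antisense transcripts. Without APP-TKI replicate 3 the APP-TKI libraries left had 2.40% and 2.37%. Neither rise can be told apart from that share. The robust likelihood ratio test of edgeR gave 46 DEGs, 22 of them among the 23, and DESeq2 gave 14, all among the 23.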

Remarkably, most of these DEGs are associated with either vasculature (e.g., *Acta2*, *Ptprb*, *Cdh5, Anxa2, Cavin1, Vwf, Pecam1, Flt1*) or ribosomes (e.g., *Rps29, Rpl38, Rpl19, Rps28*), with the vascular genes the most strongly upregulated (red labels in Figure 5A). 

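Endothelial genes were higher in DM than in APP-TKI mice. *Acta2*, smooth muscle actin, on chromosome 19 of GRCm38 from 34241090 to 34255590, averaged 2.13 ± 0.762 CPM (SD, n = 3) in APP-TKI and 5.14 ± 0.926 CPM (SD, n = 3) in DM mice, a log2 fold change of 1.27 (standard error 0.27). *Vwf*, the clotting factor stored in endothelial cells, averaged 3.45 ± 0.393 and 7.43 ± 3.78 CPM (SD, n = 3 each), and DM replicate 1 alone had 11.8 CPM. *Pecam1* averaged 5.41 ± 0.551 and 8.69 ± 1.06 CPM (SD, n = 3 each). The 3 DM libraries lay above the 3 APP-TKI libraries for each of the 8 vascular genes. All 8 passed when adjusted over the 8 alone, which the study chose on these samples, and 0 when adjusted over all genes. Of 40 endothelial markers, some of which are also in the figure, 16 were higher over the list alone and 0 lower (median 0.38, camera adjusted p = 2.38e-27, adjusted p = 0.0383 with an estimated correlation). Of 10 smooth muscle markers 3 were higher over the list alone (camera adjusted p = 1.97e-06, adjusted p = 0.148 with an estimated correlation), and of 15 pericyte markers 0 (median 0.08, camera adjusted p = 0.155). Fibroblast markers were higher too, 17 of 32 over the list alone (median 0.44, camera adjusted p = 1.76e-21, adjusted p = 0.0383 with an estimated correlation), with *Prg4* at 1.23 (standard error 0.34) and *Thbd* at 0.63 (standard error 0.18). The ribosomal genes differed by less. *Rps29* had a log2 fold change of 0.53 (standard error 0.11), *Rpl38* of 0.44 (standard error 0.09), *Rps28* of 0.40 (standard error 0.09) and *Rpl19* of 0.37 (standard error 0.08); set against WT they had -0.28, -0.22, -0.21 and -0.16 in APP-TKI mice. Over 80 cytosolic ribosomal proteins the median was 0.08, with 5 higher and 0 lower over the list alone (camera adjusted p = 1.07e-12, adjusted p = 0.493 with an estimated correlation), and a median of 0.124 without DM replicate 1 and 0.035 without DM replicate 3. Over 74 genes of the mitochondrial respiratory chain it was 0.12, with 21 higher over the list alone, led by *Atp5o* at 0.58 (standard error 0.12) (camera adjusted p = 3.22e-27, adjusted p = 0.226 with an estimated correlation). Ribosomal protein genes have many processed pseudogenes, with which they may share reads. Nuclear noncoding RNA, whose share varies between the libraries of batch 1, had a mean score of -0.004 ± 0.231 (SD, n = 3) in APP-TKI and 0.012 ± 0.157 (SD, n = 3) in DM mice.

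**Figure D2:**
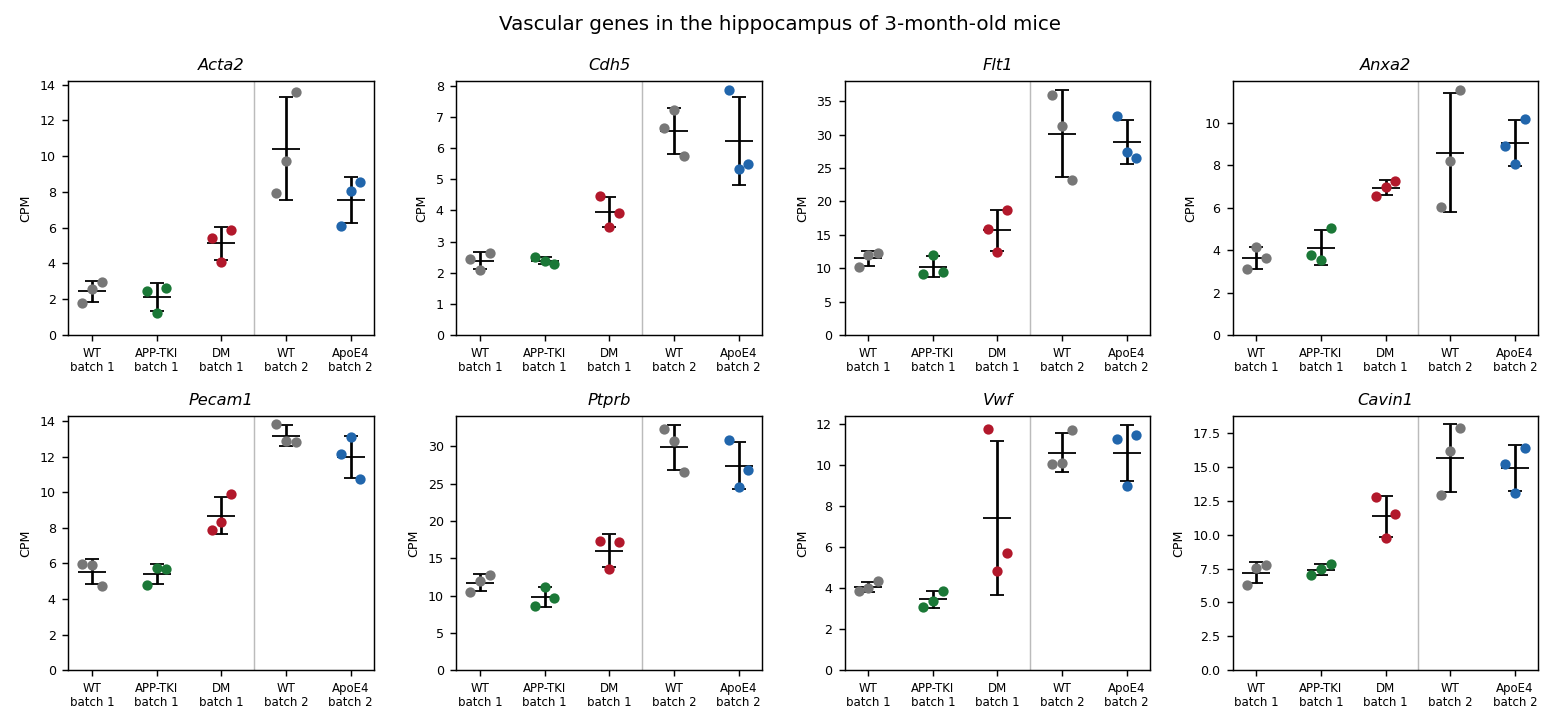
CPM of 8 vascular genes in each library (points) of the 5 groups, with the group mean and SD (bars, n = 3); the vertical line parts the batches, which were scaled separately. The 3 DM libraries lie above the 3 APP-TKI libraries in every panel.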

In regard to their cellular expression, Figure 5A (right panel) shows that a majority of these vascular genes, as well as a subset of ribosomal genes, are strongly enriched in brain endothelial cells, as compared to neurons (N), astrocytes (A), oligodendrocytes (O) or microglia (M). Comparison of the DEGs enriched in DM mice to the MGI Mammalian Phenotype database (Figure 5B) indicated that most of these DM-associated DEGs are implicated in multiple vascular abnormalities (Zhang et al., 2014). This further establishes the vascular impact of the interaction of *ApoE4* with *APP* mutations.

**Figure 5:**
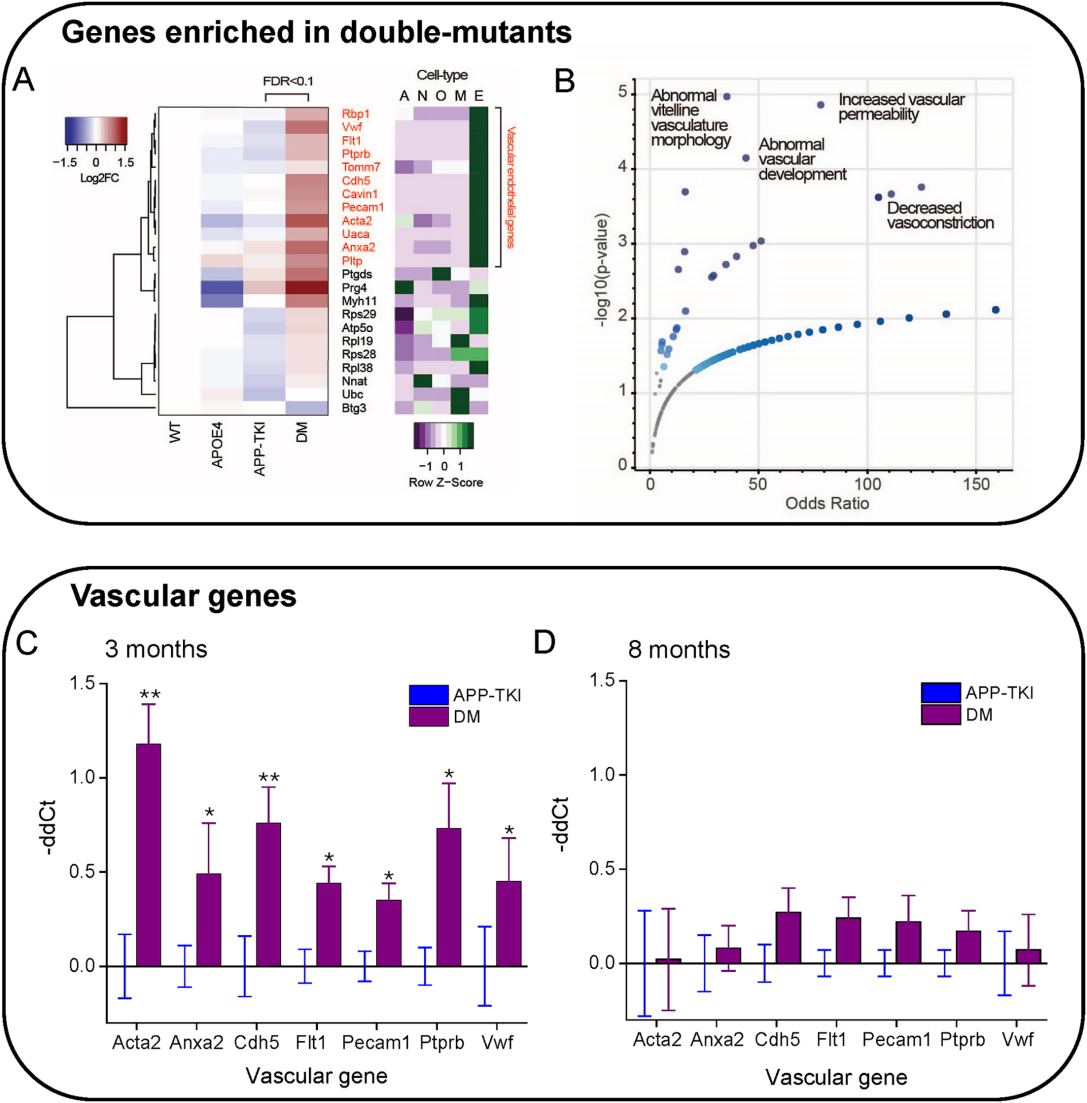
Enrichment of vascular genes in DM mice. **(A)** Hierarchical clustering of genes differentially expressed in APP-TKI compared to DM mice (FDR < 0.1; 23 genes). Right panel shows degree of expression of each gene in major cell types, from the database of Zhang et al. (2014). A: Astrocyte; N: Neuron; O: Oligodendrocyte lineage; M: Microglia; E. Endothelial. A cluster of upregulated genes in DM are enriched in vascular endothelial cells. Z-scores were calculated for each gene from expression values measured in fragments per kilobase of exon per million mapped fragments (FPKM; 12 genes). **(B)** Odds ratios for genes enriched in DM (vs. APP-TKI) in the MGI Mammalian Phenotype Database. Significant terms (*p*-value < 0.05) are indicated by large blue points and selected top terms that are associated with vascular abnormalities are labeled. **(C,D)** Comparison of relative mRNA transcription (-ddCt) for the indicated vascular genes in DM mice compared to APP-TKI mice. **(C)** comparison at 3 months and **(D)** at 8 months. Bars represent means; error bars indicate ± 1 SEM. For each genotype, samples were taken from the hippocampus of 7–8 mice of both sexes. Asterisks indicate significant differences, determined from Wilcoxon signed-rank test, between DM (purple) and APP-TKI (blue): *p < 0.05, **p < 0.01.

We next examined the time course of vascular gene upregulation by performing quantitative PCR measurements on RNA from the hippocampus of APP-TKI and DM mice at 3 and 8 months. We focused on the seven most highly upregulated vascular genes detected by our transcriptomic analysis: *Acta2*, *Cdh5*, *Flt1*, *Anxa2*, *Pecam1*, *Ptprb* and *Vwf*. 

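Among protein-coding genes, ranked by p between DM and APP-TKI mice, *Ptprb* was at rank 2, *Pecam1* at 6, *Acta2* at 12, *Anxa2* at 13, *Cdh5* at 18, *Flt1* at 23 and *Vwf* at 27. *Cavin1*, a coat protein of caveolae, was at rank 5. By size, *Acta2* was the fifth and *Vwf* the twelfth of 389 protein-coding genes that were higher in DM mice at an unadjusted p under 0.05, and the other named genes were between rank 54 and rank 85. The log2 fold change was 0.75 (standard error 0.16) for *Anxa2*, 0.71 (standard error 0.13) for *Ptprb*, a phosphatase of endothelial junctions, 0.62 (standard error 0.15) for *Flt1*, a VEGF receptor, and 0.61 (standard error 0.13) for *Cavin1*. Their adjusted p over all genes was 0.602 to 0.987 from edgeR's quasi-likelihood test. In both groups these genes were lowly expressed, with 81 to 86 counts per library for *Cdh5* in APP-TKI mice and 126 to 173 in DM mice, and 43 to 96 and 149 to 210 for *Acta2*.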

At 3 months of age, transcription levels of all these genes were significantly elevated in DM mice relative to APP-TKI mice, consistent with our RNA sequencing results (Figure 5C). For all except *Acta2*, the increases were not observed in *ApoE4* mice in comparison to WT mice (Supplementary Figure S3), indicating that they arose from interactions between *ApoE4* and the *APP* mutations. Remarkably, in the 8-month-old mice there were no significant differences in levels of expression of these genes between APP-TKI and DM genotypes (Figure 5D).

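For each vascular gene, the difference between DM and APP-TKI mice was set against that between ApoE4 and WT mice. The difference of both log2 fold changes was 1.73 (standard error 0.37) for *Acta2*, 1.11 (standard error 0.34) for *Vwf*, 0.83 (standard error 0.18) for *Ptprb*, 0.82 (standard error 0.17) for *Pecam1*, 0.80 (standard error 0.24) for *Cdh5*, 0.69 (standard error 0.19) for *Cavin1*, 0.68 (standard error 0.24) for *Flt1* and 0.68 (standard error 0.28) for *Anxa2*. All 8 passed when adjusted over the 8 alone, which were chosen on these samples, and 0 when adjusted over all genes, where the adjusted p was 0.510 to 0.719 from edgeR's quasi-likelihood test. In ApoE4 mice their log2 fold changes against WT lay between -0.46 for *Acta2* and 0.08 for *Anxa2*. In batch 2 both groups had a higher mean than DM mice in batch 1 for each of the 8, with *Pecam1* at 13.2 ± 0.569 CPM (SD, n = 3) in WT and 12.0 ± 1.18 CPM (SD, n = 3) in ApoE4 mice, and the difference of differences leaves out such a shift between batches.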

In summary, our transcriptomic and PCR analyses revealed that several vascular genes were robustly upregulated in DM mice compared to APP-TKI mice, indicating an interaction between *App* and *APOE4*. While these differences were apparent in 3-month-old mice, they were surprisingly absent by 8 months of age. Thus, the changes in vascular gene expression suggest a transient compensatory mechanism that responds to the chronic presence of *APOE4* and the *App* mutations.

### *App* mutations and *APOE4* influence vascular structure

Given the changes in endothelial gene expression observed in the DM mice, we next examined their vascular structure and function. This was done by using *in vivo* 2-photon fluorescence imaging to visualize blood vessels in live mice with fluorescently-labeled dextran injected into their circulatory systems (Figure 6A). Even with the relatively high depth penetration of 2-photon imaging, hippocampal vasculature is too deep to be imaged without damaging the blood vessels lying above the hippocampus. For this reason, we imaged blood vessels in the more superficial cortex.

**Figure 6:**
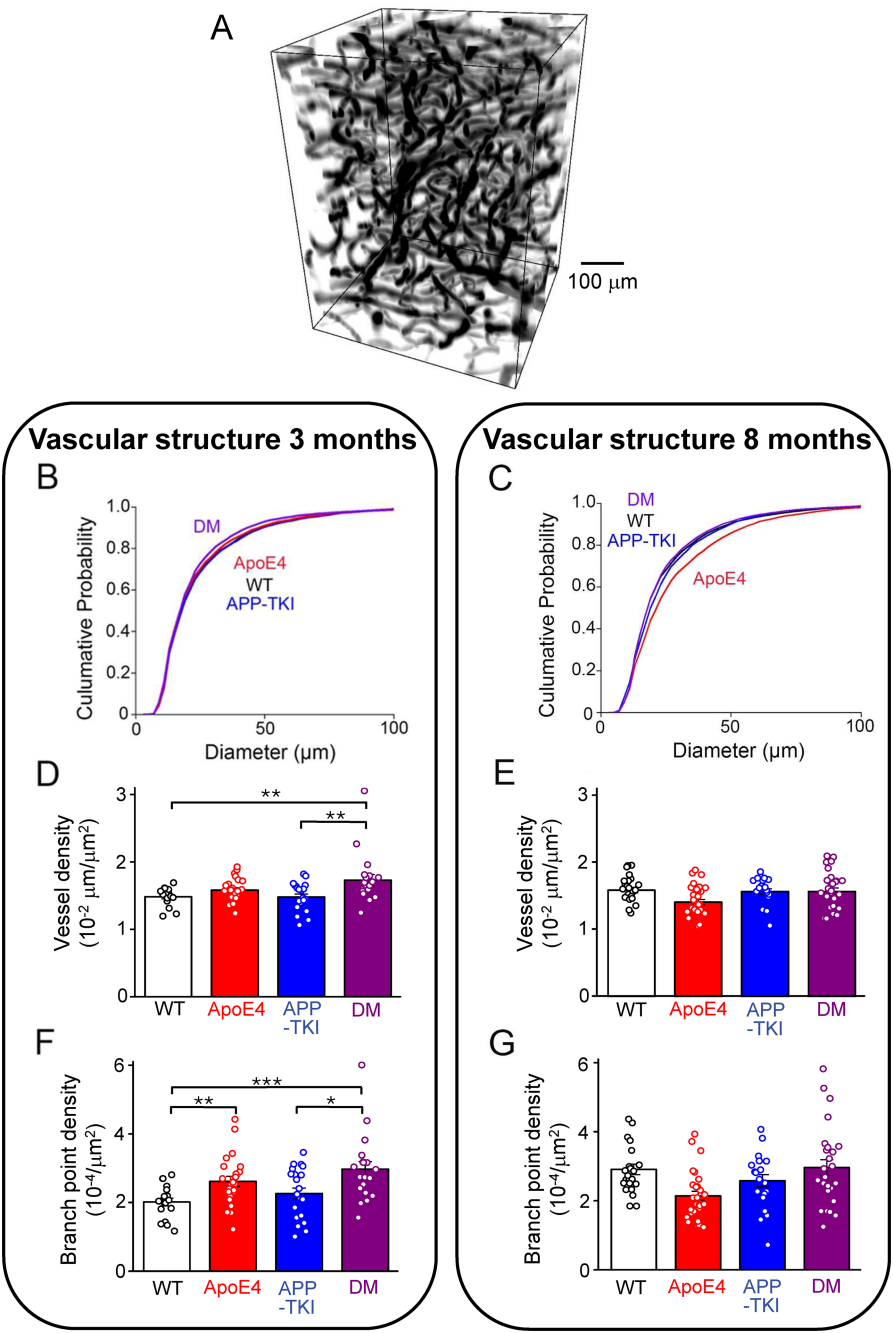
Vascular structure changes in double-mutant mice. **(A)** Representative 3D rendering of a volume of superficial blood vessels in the cortex, obtained via two-photon imaging. **(B)** Cumulative distributions of blood vessel diameters in 3-month-old mice of indicated genotypes. Kruskal-Wallis test followed by Conover’s test revealed significant differences between the following mice: WT vs. DM, *p* = 0.03; APP-TKI vs. *ApoE4*, *p* = 0.01; APP-TKI vs. DM, *p <* 0.0001. There were no differences between WT and *ApoE4* mice (*p* = 0.3), WT and APP-TKI (*p* = 0.1), and *ApoE4* and DM (p = 0.1). **(C)** Cumulative distributions of blood vessel diameters in cortex of 8 month old mice. Kruskal-Wallis test followed by Conover’s test indicated significant differences between the following: WT vs. APP-TKI, p = 0.01; WT vs. *ApoE4*, *p <* 0.0001; APP-TKI vs. ApoE4, *p <* 0.0001; APP-TKI vs. DM, *p* = 9.6 × 10^−4^; and ApoE4 vs. DM: *p <* 0.0001. There were no differences between WT and DM mice (*p* = 0.5). **(D)** Density of blood vessels in 3-month-old mice, determined by ratio of vessel length divided by image area. Statistical analysis (Kruskal-Wallis test, followed by Conover’stest) indicated that vessel density was significantly different between DM and both WT and APP-TKI mice. **(E)** Density of blood vessels in 8-month-old mice; statistical analysis indicated that vessel density was not significantly different between any genotypes. **(F)** Vessel branch point density, normalized by area imaged, for 3-month-old mice. Statistical analysis (Kruskal-Wallis test, followed by Conover’s test) indicated significant differences between several mouse lines. **(G)** Branch point density for 8-month-old mice; statistical analysis indicated significant difference between ApoE4 mice and both WT and DM mice. Bars in D-G represent mean values and error bars show ± 1 SEM. Sample sizes: 3 month old mice - *n =* 27 volumes from 4 WT mice, *n =* 31 samples from 5 APP-TKI mice, *n =* 31 from 4 ApoE4 mice and *n =* 20 from 3 DM mice; 8 month old mice - *n =* 22 from 3 WT mice, *n =* 21 from 3 APP-TKI mice, *n =* 30 from 4 ApoE4 mice and *n =* 27 from 4 DM mice. Significant differences are indicated by asterisks: *p < 0.05; **p < 0.02; ***p < 0.001.

We first considered blood vessel structure and found that cerebral blood vessels were smaller in diameter in DM mice than in the other 3 genotypes at 3 months of age (Figure 6B). This reduction in DM mice was statistically significant compared to WT and APP-TKI (Kruskal-Wallis test, post-hoc Conover’s test: WT vs. DM, *p* = 0.03; APP-TKI vs. DM, *p <* 10^−4^) and was particularly evident for vessels between 20–80 μm in diameter. In contrast, the diameter of APP-TKI vessels was larger than *ApoE4* (Kruskal-Wallis test, post-hoc Conover’s test *p* = 0.01). Thus, as was observed for the vascular endothelial transcripts, there were differences in vascular structure between DM and APP-TKI mice at 3 months of age. In older mice (8 months old), the mean diameter of blood vessels increased in all 4 genotypes (Figures 6C; Supplementary Figure S3). This age-related growth in vessel diameter has been observed previously (Li et al., 2018; Lowerison et al., 2022). However, there was no difference between the mean diameters of blood vessels in WT and DM brains in 8-month-old mice. This parallels the transient changes in endothelial gene expression that also disappeared by 8 months. However, at this age, blood vessels of DM mice were still smaller than those of APP-TKI mice; vessel diameter was larger in APP-TKI mice than in either DM or WT mice (Kruskal-Wallis test, post-hoc Conover’s test *p <* 0.001 & *p* = 0.01). The most striking change in vascular structure at 8 months was found in *ApoE4* mice, whose vessels were much larger in diameter compared to the other 3 genotypes (Kruskal-Wallis test, post-hoc Conover’s test *p <* 10^−4^; Figure 6C). Thus, while both the *App* mutations and *APOE4* alone increase vessel diameter, their interaction in DM mice prevents this structural action.

Genotype-dependent and age-dependent changes were observed in other features of cerebrovascular structure in DM mice. For example, the density of blood vessels was higher in DM mice at 3 months (Figure 6D; Kruskal-Wallis test, p = 0.01, post-hoc Conover’s test, WT vs. DM: p = 0.01; APP-TKI vs. DM: *p* = 0.02), a difference that disappeared at 8 months (Figure 6E; post-hoc Conover’s test, WT vs. DM: *p* > 0.9999; APP-TKI vs. DM: p > 0.9999). The density of vessel branch points was also higher in DM at 3 months (Figure 6F; Kruskal-Wallis test, *p* = 0.001, post-hoc Conover’s test, WT vs. DM: *p* = 6 × 10^−4^; APP-TKI vs. DM: *p* = 0.04) but this difference was similarly lost in older mice (Figure 6G; post-hoc Conover’s test, WT vs. DM: *p* = 0.9; APP-TKI vs. DM: p = 0.9). The density of branch points was reduced in ApoE4 mice at the older age (Figure 6G; Kruskal-Wallis test, *p* = 0.0003, post-hoc Conover’s test, WT vs. ApoE4: p = 0.001; DM vs. ApoE4: *p* = 0.005), echoing the increase in vessel diameter observed in these mice at this age (Figure 6C).

In summary, at 3 months of age vascular structure differed between DM and APP-TKI mice. Most of these differences were lost in older mice, paralleling the transient transcriptional changes observed in vascular endothelium. In contrast, ApoE4 mice exhibited a pronounced structural phenotype that was only evident in 8-month-old mice and did not track expression of the vascular genes we considered. Thus, the double-mutant mice reveal that the combination of *App* mutations and *APOE4* interact synergistically to influence vascular structure at young age, while at older ages *App* mutations and *APOE4* antagonize each other.

### *App* mutations and *APOE4* influence vascular permeability

We next examined vascular blood–brain barrier permeability by tracking the location of fluorescently-labeled dextran (40 kDa) injected into the circulatory system of anesthesized mice. Over time, this tracer leaked from the cerebral vasculature into the brain, evident as a progressive increase in the fluorescence of the extravascular space (red arrows in Figure 7A, bottom). As is evident in Figure 7A, such leakage from the vasculature was non-uniform, being extensive in some areas and absent in others. To quantify the time course of such leakage, in the face of time-dependent, renal clearance of dextran from the circulatory system (Supplementary Figure S5), we calculated the ratio of tracer fluorescence outside the cerebral vasculature relative to fluorescence inside the vasculature (O/I ratio). This O/I ratio increased over time for all genotypes in 3-month-old mice (two-way repeated-measures ANOVA, genotype: *F*_3,104_ = 22.61, *p <* 0.0001), as shown in Figure 7B. There was a rapid initial rise during the first 5 min after dextran injection, followed by a slower, time-dependent leakage over the next hour. Both the initial rise, as well as the secondary increase in O/I ratio (Figure 7C), were greater in APP-TKI and DM mice in comparison to WT controls or ApoE4 mice (Kruskal-Wallis test, *p <* 0.0001, post-hoc Conover’s test, WT vs. APP-TKI: *p <* 0.0001, WT vs. DM: *p <* 0.0001). This indicates higher blood–brain barrier permeability in 3-month-old mice expressing mutant *App*, independent of *APOE4*.

**Figure 7:**
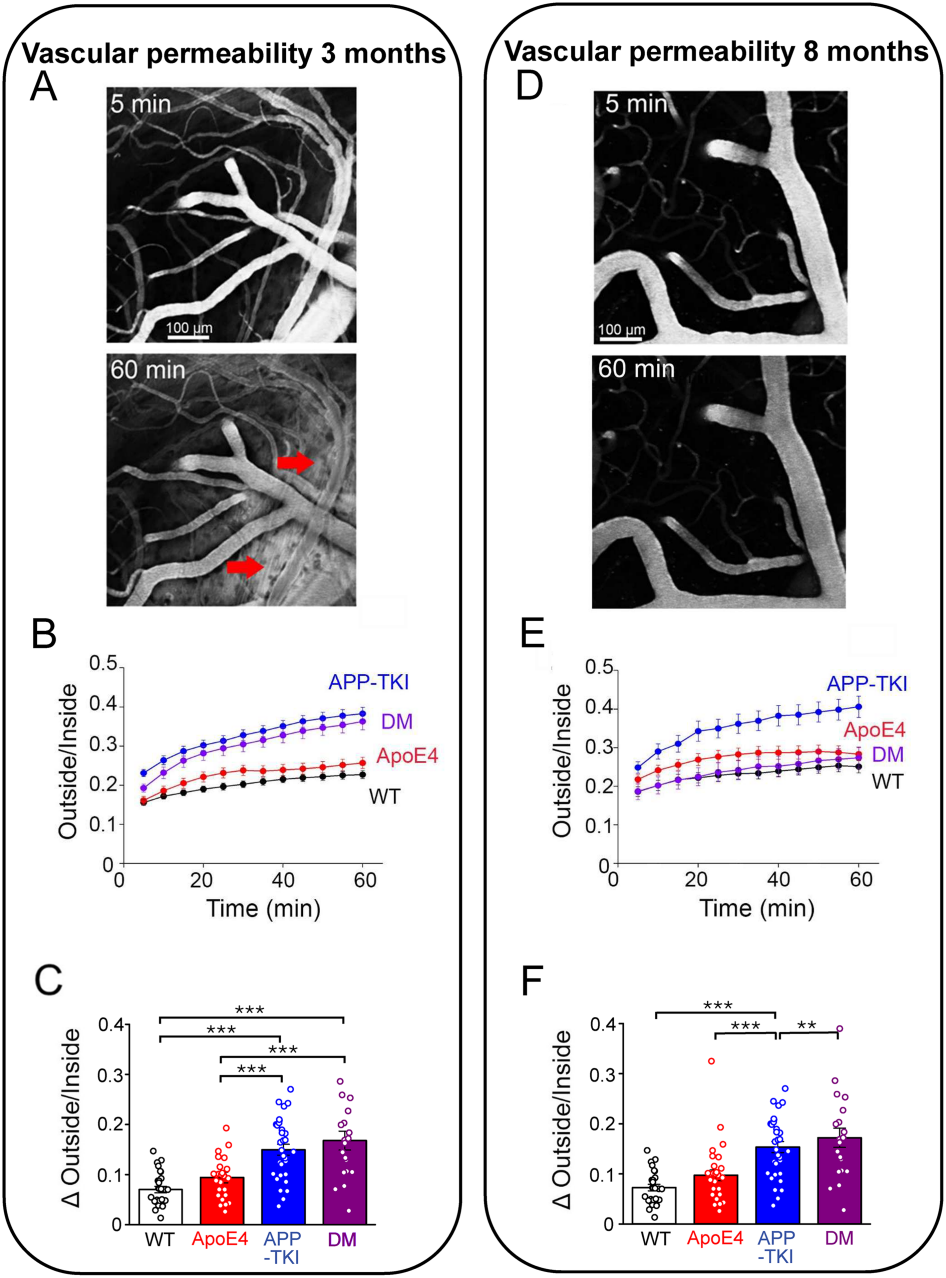
Cerebrovascular permeability measured by leakage of dextran. **(A)** 2-photon images of fluorescence of FITC-labelled dextran (40 kDa) in cortex of a 3 month old DM mouse. At 5 min (top), dextran was largely restricted to blood vessels, but by 60 min (bottom) it had leaked into the surrounding brain tissue (red arrows). **(B)** Time course of dextran leakage in 3 month old mice, measured as ratio of fluorescence outside/inside blood vessels. This ratio significantly changed (two-way repeated-measures ANOVA, time x genotype: *F*_33,1144_ = 9.028, *p <* 0.0001), as a function of time (*F*_1.749,181.9_ = 236.4, *p <* 0.0001) and genotype (*F*_3,104_ = 22.61, *p <* 0.0001). **(C)** Quantitative comparison of blood–brain barrier leakage in 3 month old mice, calculated as difference between outside/inside ratio measured at 5 and 60 min after injecting dextran. Significant differences (Kruskal-Wallis test, followed by Conover’s test) are indicated by asterisks: **p < 0.02; ***p < 0.001. **(D)** 2-photon images of dextran (40 kDa) fluorescence in cortex of an 8 month old DM mouse. **(E)** Time course of dextran leakage in 8 month old mice. Outside/inside ratio significantly changed (two-way repeated-measures ANOVA, time x genotype: *F*_33,1056_ = 6.176, *p <* 0.0001), as a function of both time (*F*_1.713,164.4_ = 122.8, *p <* 0.0001) and genotype (*F*_3,96_ = 7.293, *p <* 0.0001). **(F)** Quantitative comparison of blood–brain barrier leakage in 8 month old mice, calculated as in **(C)**. Significant differences (Kruskal-Wallis test, Conover’s test) are indicated by asterisks: *p < 0.05; ***p < 0.001. Bars and points represent means, while error bars indicate ± 1 SEM. Sample sizes: 3 month old mice - *n =* 27 samples from 4 WT mice, *n =* 31 samples from 5 APP-TKI mice, *n =* 30 from 4 ApoE4 mice and *n =* 20 from 3 DM mice; 8 month old mice - *n =* 22 from 3 WT mice, *n =* 22 from 3 APP-TKI mice, *n =* 31 from 4 ApoE4 mice and *n =* 25 from 3 DM mice.

In 8-month-old mice, both the rapid and progressive rises in extravascular fluorescence were still observed (two-way repeated-measures ANOVA, genotype *F*_3,96_ = 7.293, *p <* 0.0001); see Figure 7E. However, the pattern of blood–brain barrier leakage changed across the 4 genotypes (Figure 7F): in these older animals, only APP-TKI mice exhibited high vascular permeability (Kruskal-Wallis test, *p <* 0.0001, post-hoc Conover’s test, WT vs. APP-TKI: *p* = 1.4 × 10^−4^). Thus, in older DM mice *APOE4* served to counteract the effect of *App* mutations on vascular permeability.

To examine the nature of the vascular permeability pathway involved in dye leakage, we compared dextrans of two different molecular weights (40 kDa and 70 kDa). In 3-month-old mice, the permeability of the larger dextran was generally low (Supplementary Figure S6) and not different across the 4 genotypes (Kruskal-Wallis test, *p* = 0.1). This indicates that the blood–brain barrier is permeable only to molecules 40 kDa or less in molecular weight at this young age. In older mice, the permeability to the larger dextran remained low (Supplementary Figure S6), except for a significantly larger leakage of 70 kDa dextran in APP-TKI mice (Kruskal-Wallis test, *p <* 0.0001, Conover’s test, WT vs. APP-TKI: *p* = 4.6 × 10^–4^). Thus, the change in vascular permeability observed in older APP-TKI mice is associated with, and presumably caused by, changes in the size exclusion of the blood–brain barrier.

In summary, the mutant form of *App* expressed in APP-TKI mice increases the permeability of the blood–brain barrier. At 3 months of age, *APOE4* does not influence this effect, while at the older age *APOE4* reverses the actions of the *App* mutations.

## Discussion

By crossing *APOE4* knock-in mice with *App* triple knock-in mice, we generated a novel DM mouse and used this model to examine the *in vivo* consequences of interactions between *App* and *APOE4*. There were no differences in the levels of the APP in DM mice compared to APP-TKI mice. Similarly, there were no differences in the density of amyloid plaques or microglia associated with these plaques. However, compared to APP-TKI mice, DM mice exhibited increased expression of a number of genes that are associated with vascular endothelial cells. Remarkably, these changes were transitory, being present in young mice (3 months old) but absent by 8 months of age. Similarly, DM mice exhibited a number of structural and permeability changes in brain vasculature that differed from APP-TKI mice and were observed in 3-month-old, but not 8-month-old, mice. We conclude that the interaction between *App* mutations and *APOE4* produces effects on vascular endothelial cells that are evident at a young age but are lost later in life.

### A novel mouse model of dementia

Animal models that recapitulate AD pathology are very important for understanding the molecular mechanisms of AD and for developing therapeutic interventions. At present, there are more than 200 mouse models for AD (ALZFORUM, 2026). In most of these, overexpression results in an inability to differentiate between the effects of additional Aβ and of other excessive APP fragments (Barbero-Camps et al., 2014; Chang and Suh, 2005; Saido and Iwata, 2006; Nicolas and Hassan, 2014; Willem et al., 2015). For this reason, our novel mouse model was based on an *App* knock-in mouse (APP-TKI; Saito et al., 2014; Sasaguri et al., 2017) that does not overexpress APP (Figure 1), yet develops robust amyloid deposits at an early age (Figure 3) and exhibits behavioral and pathological phenotypes that are the hallmarks of AD (Saito et al., 2014; Masuda et al., 2016; Sasaguri et al., 2017; Tan et al., 2023). Thus, compared to other mouse lines that rely on transgenic mice to examine *App/APOE4* interactions (e.g., Van Dooren et al., 2006; Montagne et al., 2021; Balu et al., 2023), our mice are more suitable for examining such interactions. This advantage allowed us to specifically detect the effects of early *App/APOE4* interactions, which were manifest on vascular endothelium and cerebral vasculature. Presumably our DM mice represent a model of familial AD, which is often characterized by mutations in *APP* and/or *PSEN* genes and can sometimes occur in an *APOE4* background (Bloss et al., 2008; Bussy et al., 2019; Talboom et al., 2019; Jia et al., 2020; Almkvist et al., 2022). It would also be valuable to develop knock-in models of sporadic AD pathology and determine the effects of *APOE4* in such mice.

It is important to note that our DM mice were heterozygous for *APOE4,* expressing one copy of human *APOE4* and one copy of mouse *ApoE*. This is a limitation because it complicates interpretation of the phenotypes that we observed. Like human *APOE4*, mouse ApoE can associate with Ab plaques (Liao et al., 2015). However, mouse ApoE lacks the domain interaction that is important for the pathogenicity of human APOE4 (Raffai et al., 2001). Thus, mouse ApoE reportedly more closely resembles the human APOE3 variant which is not considered to be an AD risk factor (Lewandowski et al., 2020). While human *APOE4* heterozygotes exhibit an approximate 3-fold to 5-fold increase in risk of AD, *APOE4* homozygotes have an even higher risk (Corder et al., 1993; Farrer et al., 1997; Mahley and Huang, 2012; Neu et al., 2017; Belloy et al., 2019). Thus, it is likely that DM mice with two copies of the *APOE4* allelle would exhibit larger effects associated with *APOE4*/*App* interactions.

### Lack of influence of *APOE4* on amyloid plaques in DM mice

It is generally thought that *APOE4* enhances amyloid plaque levels in the brain, either by promoting plaque formation (Holtzman, 2001; Liu et al., 2017) or by affecting clearance of Aβ from the brain (Verghese et al., 2013; Kanekiyo et al., 2014). Thus, it was surprising that we found no effect of *APOE4* on levels of APP, Aβ or Aβ plaques in DM mice in comparison to APP-TKI mice. This indicates that interactions between *APOE4* and *App* did not influence plaques under our conditions. It is possible that the presence of only one *APOE4* allele in our DM mice yielded *APOE4* levels too low to influence Ab plaques. However, because we did observe numerous consequences of *APOE4* expression on cerebral vasculature in the DM mice, it appears that *APOE4* levels in these mice are sufficient for at least some forms of biological activity. Our work parallels another study that used a mouse model based on mating *APOE4* knock-in mice with 5xFAD transgenic mice that overexpress mutant *App* and *Psen1*. At age 18 months, these mice exhibited no increase in Aβ42 levels compared to controls, aside from a mild increase in the cortex of female mice (Montagne et al., 2021). These results were confirmed in a separate study using a different mouse model based on mating 5xFAD mice with *APOE4* targeted replacement mice: in these mice, increases in Aβ and amyloid plaques were again detected only in older female mice (Balu et al., 2023). Thus, several independent lines of evidence support the idea that the interaction of *APOE4* and *App/Psen1* does not necessarily affect Aβ levels in the mouse brain.

### *APOE4/App* interactions have minimal effects on microglia or tau

Our finding that microglial density is similar in APP-TKI and DM mice indicates that interactions between *APOE4* and *App* also do not influence microglia levels. DM mice also had levels of microglial association with amyloid plaques and activation of microglial response genes that were comparable to those seen in APP-TKI mice. This is similar to what is observed in the 5xFAD/*APOE4* targeted replacement mouse model at a comparable age (Balu et al., 2023). Thus, interactions between *APOE4* and *App* appear to have negligible effects on microglia.

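For *Trem2*, *Tyrobp*, *Spp1* and *Ccl6* no difference between DM and APP-TKI mice was detectable with 3 libraries per group. Markers of disease-associated microglia were higher in DM mice by camera at the preset correlation only. The log2 fold change of DM against APP-TKI mice was 0.02 for *Tyrobp* (95% confidence interval -0.21 to 0.25), 0.13 for *Spp1* (-0.45 to 0.71) and -0.03 for *Ccl6* (-0.51 to 0.45). *Trem2* had -0.06 (standard error 0.10). Of 33 markers of disease-associated microglia 23 had a higher level in DM mice and 0 passed when adjusted over the list alone, with *Ctsd* at 0.14 (standard error 0.06) and *Lgals3bp* at 0.32 (standard error 0.12). The list had a median of 0.07, a camera adjusted p of 0.0392 and an adjusted p of 0.560 with an estimated correlation, and did not pass camera without APP-TKI replicate 1 (adjusted p = 0.278), DM replicate 1 (0.121) or DM replicate 3 (0.104). Of 16 markers of resting microglia 5 had a higher and 11 a lower level and 0 passed (median -0.04, camera adjusted p = 0.189). The direction of *Ccl6* turned to 0.06 with edgeR's robust likelihood ratio test, to 0.252 without APP-TKI replicate 3 and to 0.066 without DM replicate 2. That of *Spp1* turned without APP-TKI replicate 1 (-0.048) or DM replicate 3 (-0.112), and that of *Tyrobp* without APP-TKI replicate 1 (-0.039) or DM replicate 1 (-0.046).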

We also found that Tau phosphorylation was unaffected at 3 months of age in all the groups. At 8 months of age, there was an increase in the proportion of phosphorylated tau (Ser202/Thr205) both in the APOE4 and DMs compared to the WT, but not in APP-TKI mice. This indicates that *APOE4* modulates phosphorylation of tau, consistent with previous studies showing that neuronal *APOE4* expression enhances phosphorylated tau (Kobayashi et al., 2003; Harris et al., 2004).

### Early *APOE4-App* interactions impact vascular endothelium

Both *APOE4* (Nation et al., 2019; Montagne et al., 2021; Yamazaki et al., 2021; Liu et al., 2022) and mutant *App* (Nortley et al., 2019; Vandenabeele et al., 2021) have been found to influence the cerebrovascular system. However, most of these studies were performed on older subjects, either post-mortem brains from human AD patients or mice aged 6 months or older. Studies in younger AD model mice have been rare, making it notable that we observed minimal vascular effects of either *APOE4* or mutant *App* alone in 3-month-old mice but found numerous cerebrovascular changes in DM mice at this age.

Because of the traditional focus on older subjects, our knowledge of how *APOE4* and *App* interact during the early stages of AD is incomplete. We discovered that in younger mice vascular gene expression, as well as blood vessel structure and function, exhibited a number of emergent changes that differed from those of *APOE4* or mutant *App* alone. Therefore, these changes must result from the interaction of *APOE4* and *App* mutations at a young age. Compared to APP-TKI (or ApoE4) mice, in DM mice there was increased expression of genes associated with either vasculature or ribosomes. Some of these ribosomal genes were also associated with vasculature. 

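Relative to the WT mice of their own batch, vascular genes were higher in DM than in ApoE4 mice. Markers of neighbouring tissue, which set some libraries of batch 2 apart, moved in the same contrast. Striatal markers had a median of -1.85 there, with 6 of 11 lower over the list alone, and thalamus and habenula markers of 0.952. The difference of the log2 fold changes was 1.53 (standard error 0.37) for *Acta2*, 0.79 (standard error 0.17) for *Pecam1*, 0.79 (standard error 0.24) for *Cdh5* and 0.73 (standard error 0.19) for *Cavin1*. All 8 vascular genes of the figure passed when adjusted over the 8 alone, which the study chose on these samples, and 0 when adjusted over all genes. Of 40 endothelial markers 19 were higher and 1 lower over the list alone (median 0.48, camera adjusted p = 1.76e-11, adjusted p = 0.0874 with an estimated correlation). Of 10 smooth muscle markers 6 were higher over the list alone (median 0.56, camera adjusted p = 1.58e-11, adjusted p = 0.0125 with an estimated correlation). Fibroblast markers differed by more, with all 32 at a higher level and 18 over the list alone (median 0.95, camera adjusted p = 3.38e-20, adjusted p = 0.0874 with an estimated correlation). This median takes in their lower level in ApoE4 than in WT mice (median -0.32). That lower level rested on WT replicate 3 of batch 2, without which the median was 0.005. The ribosomal genes *Rps28*, *Rpl38*, *Rps29* and *Rpl19* had differences of 0.24 (standard error 0.12), 0.26 (standard error 0.14), 0.28 (standard error 0.15) and 0.19 (standard error 0.12), and 0 of these 4 passed when adjusted over the 4 alone. Over 80 cytosolic ribosomal proteins the median was 0.10 (camera adjusted p = 2.00e-06, adjusted p = 0.572 with an estimated correlation), and 0.063 without WT replicate 1 of batch 1 and 0.064 without DM replicate 3. The quasi-likelihood test of edgeR gave 0 DEGs for this difference, with 1078 genes at an unadjusted p under 0.05, against 67 by the robust likelihood ratio test and 30 by DESeq2. The 1078 genes became 676 without ApoE4 replicate 3, fewer than the 808.6 of chance, and 1473 without DM replicate 1.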

Enriched ribosomal gene expression occurs in some brain endothelial cells, suggesting that these cells are more active in protein synthesis (Vanlandewijck et al., 2018). Moreover, isolated capillaries from young APP-TKI mice exhibit increased cytoplasmic ribosomal proteins (Ito et al., 2023). In human AD patients, ribosomal proteins are enriched in purified blood capillaries but not in parenchymal cells (Suzuki et al., 2022). Thus, it is possible that elevated gene expression triggered by the early interaction of *APOE4* and *App* may be related to enhanced protein synthesis in brain vasculature.

The changes in gene expression observed in 3-month-old DM mice were transient and were absent in 8-month-old DM mice. Therefore, interactions between *APOE4* and *App* apparently are an early event in AD progression. One possible cause of such transient gene expression is early vascular endothelial cell remodeling in response to increased expression of mutant Aβ. Consistent with this possibility, AD patients - some carrying *APOE4* alleles - have higher expression of angiogenic genes, including those identified in our study (e.g., *Vwf*, *Flt1*; Sweeney et al., 2018; Lau et al., 2020). Likewise, selective expression of *APOE4* in vascular mural cells impairs cerebrovascular function and initiates gene expression that regulates angiogenesis (Yamazaki et al., 2021). Thus, it is likely that an early interaction between *APOE4* and *App* triggers vascular endothelial cell remodeling much more than *APOE4* or mutant *App* do alone.

We also observed that *APOE4*/*App* interactions are associated with transient changes in the structure and function of cerebral vasculature. These parallel the transient changes in vasculature-associated gene expression, thereby providing a functional context for the transcriptomic changes. Three-month-old DM mice have smaller and more dense blood vessels, as well as a higher density of branch points. While these changes are apparent in young DM mice, they are absent in older mice. In fact, the valence of *APOE4/App* interactions change with age. In young DM mice, the *App* mutations and *APOE4* synergistically interact to influence vascular structure (most notably thinner blood vessels; Figure 6B). In older mice, *App* mutations and *APOE4* counteract each other: *App* mutations neutralize the effects of *APOE4* on vascular structure (Figure 6C), while *ApoE4* counteracts the effects of *App* mutations on vascular permeability (Figure 7E).

Our most novel finding is that while both vascular gene expression and blood vessel permeability were altered in 3-month-old mice, these changes were largely absent in 8-month-old mice. It is unclear why the consequences of such *APOE4*/*App* interactions are transient. One intriguing possibility is that *APOE4*-driven changes in brain vasculature are intended to repair Aβ-mediated cerebrovascular damage via remodeling during the initial stages of AD. The observed upregulation of angiogenic genes along with an increase in vascular density may indicate activation of homeostatic mechanisms in the brain that counteract Aβ-mediated toxicity. While this hypothesis differs from prevailing toxic gain-of-function models for the *APOE4* allele (Montagne et al., 2021; Jackson et al., 2022), it is consistent with recent reports showing that the *APOE4* allele can confer selective advantages to its carriers, including better performance in cognitive tests (Zokaei et al., 2020), better working memory (Lu et al., 2021) and reduced white matter hyperintensity in human early-stage dementia (Vipin et al., 2023).

While our findings reflect basic research done in mouse models, it is possible to speculate on their potential downstream clinical implications. For example, given the transient changes that *APOE4*/*App* interactions produced in cerebral vasculature, it would be valuable to develop more sensitive diagnostic methods to gauge blood vessel integrity (Stringer et al., 2021; Elschot et al., 2023; Anderle et al., 2025) or cerebral blood flow kinetics (Kim et al., 2023; Vu et al., 2024) and apply such methods to *APOE4* carriers at young ages. Similarly, potential therapeutic interventions could either target the early vascular perturbations that we have identified or could augment the compensatory mechanisms that apparently resolve these vascular consequences at older ages.

### Early stages of AD merit more attention

The majority of research on *APOE4*/*App* interactions, as well as the function of these genes individually, has relied on aged human subjects or mice. For example, our work parallels the study by Montagne et al. (2021) concluding that interaction of *APOE4* and *App/Psen1* mutations accelerates breakdown of the blood–brain barrier. However, because their work was done in old mice (18–24 months), they were unable to detect the early consequences of *APOE4*/*App* interactions that we have uncovered. Understanding the early consequences of *APOE4* expression and its interaction with APP, when the pathology first emerges, is made more important because it is known that *APOE4* can alter cholesterol and lipoprotein levels in young animals (Hamanaka et al., 2000) and that *APOE4* targeted replacement mice exhibit spatial and learning and memory deficits as early as two months of age (Rodriguez et al., 2013). It would also be informative to determine whether the early interactions between *APOE4* and *App* that we observed in DM mice alter neural function or behavior.

## Conclusion

We found that interactions between *APOE4* and *App* selectively and transiently alter vascular gene expression, as well as blood vessel structure and permeability, in young AD model mice. Our discovery highlights the importance of understanding the role of *APOE4*/*App* interactions, particularly in vascular remodeling and angiogenesis, during the very early stages of AD.

## Data Availability

The sequencing data presented in the study are deposited in the NCBI GEO repository, accession number GSE242751. GO analysis data are provided in Supplementary Table S1. All other raw data supporting the conclusions of this article will be made available by the authors, without undue reservation.

How the deposited data were processed for this re-analysis (not part of the article)

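RNA of the whole hippocampus of 3-month-old female mice was measured by bulk RNA sequencing in 15 libraries, 3 for each of 5 groups. Batch 1 held WT, APP-TKI and DM mice and batch 2 held WT and ApoE4 mice. The labels give a library number within each group, and the p-values of single genes measure the spread between the 3 libraries of a group. Those of camera at the preset correlation and of Fisher's exact test compare genes with other genes and do not measure that spread.

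The deposited values are raw read counts per gene, which the authors made from paired-end reads. They trimmed adapters and low-quality bases with Trimmomatic 0.39, aligned the reads with STAR 2.7.1a to the mouse genome with the human *APOE* sequence added, and counted reads per gene with HTSeq 0.11.2, as given in the methods and in the submitters' processing notes. The strand setting of the counting is not given in the sources used here, so that counts of overlapping and antisense genes, and of genes with near-identical copies, are uncertain. Human and mouse *APOE* counts stand in a single row. The authors then used R 4.0.2 and edgeR, kept genes with more than 1 CPM in at least 3 libraries, scaled by the upper quartile and ran robust likelihood ratio tests within each batch. Those steps are not in the deposited counts.

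From the counts, everything else was computed here with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9. Of the 55471 gene IDs of the table, 55230 were matched to symbols, biotypes and positions of the GENCODE annotation of GRCm38, and the annotation release differs from that of the authors. The same filter kept 16171 genes, of which 13911 are protein-coding. The main test was the quasi-likelihood test of edgeR after upper quartile scaling, with a fit of the 9 libraries of batch 1, a fit of the 6 libraries of batch 2, and a fit of all 15 libraries for differences between the batches. In the last, the effect of *APOE4* in mice with mutant *App* (DM minus APP-TKI) was set against its effect in mice without (ApoE4 minus WT), and DM minus WT against ApoE4 minus WT, so that a shift common to a batch cancels. Genes were called at a Benjamini-Hochberg adjusted p under 0.1 over all tested genes and counted over the protein-coding ones. Fold changes are on the log2 scale, and CPM values are given as mean ± SD.

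Before the data were examined, 44 gene lists were written from textbook markers and from the paper, with 865 symbols of which 4 had no match. In each comparison, 40 lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, adjusted over the lists. Members were counted when adjusted over all genes and when adjusted over the list alone. The genes named in the text are those the paper names, up to 10 genes that rose and 10 that fell among the DEGs with a mean of at least 1 CPM and no overlap between the libraries of both groups, and up to 4 members of each list described with the smallest p. Part of Table S1 had been seen when this rule was written, and a few single genes that the rule takes are not reported here. Scores of a list are means of log2 CPM with a prior count of 1, centred within the batch.

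The steps were tested on simulated data with 200 changed genes among the 16171, drawn from the means and library sizes of these libraries. Other differences between the libraries, such as their share of nuclear noncoding RNA, were not simulated, so that recovery in the real libraries may be lower. In simulated DM and WT libraries the quasi-likelihood test recovered 73.1% of genes changed 1.5-fold, 86.6% of those changed 2-fold and 100.0% of those changed 4-fold, and 11.7% of its calls were unchanged genes. In simulated ApoE4 and WT libraries it recovered 62.7%, 82.1% and 100.0%, and in the simulated difference of differences 47.8%, 67.2% and 97.0%. False calls in simulated DM and WT libraries were 34.3% with the robust likelihood ratio test of edgeR and 21.9% with DESeq2. They were 19.4% with the likelihood ratio test with robust tagwise dispersions. Camera found a simulated endothelial list raised 1.3-fold, and 1 of 39 other lists passed. Camera with an estimated correlation and fry found it too, and 0 and 4 of the 39 other lists passed. The simulation was built on means and library sizes, not on correlation between genes. These counts therefore do not show how often camera calls lists whose genes vary together. In DM against WT mice the estimated correlation was 0.184 for endothelial and 0.673 for ependymal markers, above the preset 0.01.

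Total counts were 32754717 to 44630808 per library. Alternatives set before the data were examined were the robust likelihood ratio test of edgeR and the Wald test of DESeq2, TMM and median-of-ratios scaling, no filter and filterByExpr, a stricter threshold of 0.05, robust quasi-likelihood dispersions, other sets of libraries in the fit, the replicate number as a block, and each library left out. Deviations from the group means of same-numbered libraries correlated at over 0.1 for 3 of 3 pairs of DM and WT mice (0.195 to 0.447), so that the numbers were taken to pair these libraries, a pairing that comes from the counts and that neither the paper's text nor the labels state. It was 2 of 3 pairs for APP-TKI and WT mice, 2 of 3 for DM and APP-TKI mice and 0 of 3 for ApoE4 and WT mice, which share only a number. WT replicate 2 and DM replicate 3 (0.115) and WT replicate 3 and DM replicate 2 (0.108) also passed 0.1. The other differently numbered WT and DM libraries were at -0.333 to -0.238. WT and DM replicate 1 (0.447) had the highest shares of nuclear noncoding RNA in their groups, 2.61% and 2.59%. The pairing therefore cannot be told apart from that share. Replicates of a group were compared by a chi-square test of their counts, and no pair was close to sampling noise (4.96 to 26.96 per degree of freedom). Gene Ontology and Mammalian Phenotype terms, the list of 12-month-old mice, quantitative PCR, histology and imaging were not analysed here.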

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

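The tests of tissue of the meninges or large vessels, of the share of vessel cells, of nuclear RNA, of pituitary tissue and of normalization over whole lists were chosen only after the results were seen; those of transcript length and GC content, of normalization for the 4 ribosomal genes and of other splits of the libraries were planned.

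Fibroblast markers, genes which the paper does not discuss as a group, were higher in DM than in WT mice by a median of 0.62 on the log2 scale and than in APP-TKI mice by 0.44, together with endothelial markers; 15 of those listed are also in the matrix list or in Fig. 5A, and the most abundant, *Ptgds*, which other cells of the brain also express, averaged 205 CPM in WT, 232 in APP-TKI and 378 in DM mice. A larger share of all vessel cells is argued against as the whole cause, since the pericyte median minus the endothelial one was -0.31 in DM against APP-TKI mice (95% interval -0.46 to -0.15 from resampled genes) and -0.10 in DM against WT mice (-0.296 to -0.017), but 13 of 15 pericyte markers were also at a higher level than in WT mice (median 0.21), so that it may account for part of that difference; more nuclear RNA in some libraries is argued against, since the endothelial median of DM against APP-TKI mice was 0.39 with the nuclear noncoding RNA score in the fit. Tissue of the meninges or of large vessels in some libraries cannot be told apart from an effect of the genotype: with the fibroblast score in the fit, the endothelial median of DM against APP-TKI mice was 0.40 over 15 libraries but 0.13 over the 9 of batch 1. Deviations of the fibroblast and endothelial scores from their group means had Pearson's r = 0.79 (exact permutation p = 0.012, adjusted p = 0.024 over 6 relations, r = 0.67 without the 2 farthest libraries) and Spearman's rho = 0.75 (p = 0.025, adjusted p = 0.075) in batch 1, r = -0.17 (p = 0.79, r = 0.93 without the 2 farthest) and rho = 0.03 (p = 1) in batch 2, and r = 0.10 (permutation p = 0.73, r = 0.83 without the 2 farthest) and rho = 0.46 (p = 0.082) over all 15. The genotype stays among the open explanations.

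Transcripts of ribosomal proteins and of the respiratory chain were higher in DM than in APP-TKI mice by small medians, 0.08 and 0.12 on the log2 scale, and neither list passed camera with an estimated correlation (adjusted p = 0.493 and 0.226); the ribosomal median was 0.124 without DM replicate 1 and 0.035 without DM replicate 3. For the respiratory chain, transcript length and GC content are argued against as the whole cause, since its median lay at percentile 100.0 of 10000 random lists matched on exonic length, GC content and expression, but the matched lists had a median of 0.062 themselves (0.042 to 0.078), so that length and GC content may account for part of it. Nuclear RNA was not decided by the median of 0.12 with the score in the fit, since the score's group means were nearly equal. The mean score of the respiratory chain was -0.121 to -0.028 in the 4 batch 1 libraries with more nuclear noncoding RNA. It was -0.028 to 0.152 in the other 5. APP-TKI replicates 1 and 2 but only replicate 1 of DM mice are among the former, so that nuclear RNA may account for part of the difference. Normalization as such was not decided, since TMM and median-of-ratios scaling moved the median of all genes only from 0.001 to -0.004 and -0.007. The choice between these scalings does not account for the respiratory chain median, which was at lowest 0.11 under them. For the ribosomal proteins, nuclear RNA was not decided either (0.08 with the score in the fit). Their mean score was -0.086 to -0.038 in the same 4 libraries and -0.025 to 0.134 in the other 5. The choice between these scalings (lowest median 0.067) does not account for the ribosomal median. The median lay at percentile 96.9 of the matched lists, within the central 95% (0.04 to 0.08), so that transcript length and GC content may account for it. A test of normalization on the 4 ribosomal genes of Fig. 5A, with 0.42 relative to the median of all genes, was fixed by its construction and decides nothing, and the genotype stays open.

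*Prl* and *Gh*, which the paper ascribes to the estrous cycle, differed between libraries. In batch 2 their summed CPM went with that of 6 other pituitary genes (Spearman's rho = 0.94, exact permutation p = 0.017, adjusted p = 0.075; Pearson's r = 0.99, exact permutation p = 0.0028, adjusted p = 0.0084, r = 0.99 without the 2 farthest libraries), with 452 counts of *Prl*, 193 of *Gh* and 240 of *Pomc* in WT replicate 3, so that pituitary tissue in some libraries may account for the difference there. In batch 1, where *Prl* had 0 to 59 counts, rho was 0.22 (exact permutation p = 0.57) and r = 0.08 (exact permutation p = 0.81, r = 0.06 without the 2 farthest). The pituitary gene *Cga* had 4 counts in APP-TKI replicate 2 and 9 in DM replicate 2, and 0 in the other libraries of batch 1. These were the libraries with the most *Prl* (30 and 59 counts), which goes with pituitary tissue, but the counts are too few to tell pituitary tissue apart. The stage of the estrous cycle is not among the labels used here and stays open. Their list differed between the 2 effects of *APOE4* by a median of 4.32, a fitted value that rests on 0 to 30 counts of *Prl* in APP-TKI mice.

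The effect of *APOE4* differed between mice with and without mutant *App*, in a test of the difference itself with camera and an estimated correlation, by a median of 0.45 for endothelial markers, 0.37 for smooth muscle markers, 0.43 for interferon response genes, -0.46 for glucocorticoid response genes, 0.14 for angiogenesis genes (0.228 without ApoE4 replicate 1), 0.20 for plasminogen system genes, 0.81 for the 8 vascular genes and 0.47 for the 4 ribosomal genes of Fig. 5A. With fry the glucocorticoid list did not pass for this difference (adjusted p = 0.1183). The genes of Fig. 5A were chosen by the study on these libraries for a difference between DM and APP-TKI mice, which is part of this contrast, so that their medians are not independent evidence of it. Chance is less likely for the endothelial median, which 3 of 80 drawn splits of the libraries reached, the real one included (highest of the others 0.60). It is not excluded, since only 80 of 200 possible splits were drawn and another split gave a larger median. Chance was not excluded for the number of genes at an unadjusted p under 0.05, which was 1107 (highest of the others 4038), with as many or more in 11 of 80 splits. The number of genes called was 0, which all 80 of 80 splits reach by construction (highest of the others 1807), so that it decides nothing.

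Ependymal markers, outside the genes the paper discusses, were higher in DM than in WT mice by a median of 1.15, with an adjusted p of 0.0772 by camera with an estimated correlation, and all 19 were also at a higher level in APP-TKI mice (median 0.415, adjusted p = 0.695; 0.153 without APP-TKI replicate 3 and 0.884 without APP-TKI replicate 2) and in ApoE4 mice (median 0.586, adjusted p = 0.574; 0.271 without ApoE4 replicate 3, 0.352 without WT replicate 1 and 1.085 without WT replicate 3 of batch 2), with a median of 0.079 (adjusted p = 0.993) for the difference between both effects of *APOE4*. Between DM and APP-TKI mice the ependymal median was 0.675, with 18 of 19 at a higher level in DM mice and 0 over the list alone (camera adjusted p = 3.07e-11, adjusted p = 0.288 with an estimated correlation). It was 0.303 without APP-TKI replicate 2 and 0.436 without DM replicate 1. With fry the ependymal list did not pass in DM against WT mice (adjusted p = 0.1125). Genes of the integrated stress response were lower by a median of -0.11 in DM mice and of -0.11 in APP-TKI mice. Markers of CA2 and CA3 had a median of -0.043 in DM mice. *Mid1* had a log2 fold change of -2.20 in DM and -1.80 in APP-TKI mice, and *Col8a2* of 2.05 in DM mice, all of which the quasi-likelihood test called. With all 15 libraries in a single fit *Col8a2* was not called (adjusted p = 0.895 from edgeR). *Col8a2* did not pass without WT replicate 2 (adjusted p = 0.204 from edgeR), WT replicate 3 (0.405), APP-TKI replicate 1 (0.122), DM replicate 2 (0.346) or DM replicate 3 (0.285), nor *Mid1* in APP-TKI mice without WT replicate 1 (0.101) or APP-TKI replicate 1 (0.150), 2 (0.148) or 3 (0.132).

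The 6 libraries of a comparison make 10 splits, too few for a share under 0.05. The real split called 2 genes in DM against WT mice (highest of the others 1, and 1 split reached the real count, itself), 1 in APP-TKI against WT mice (highest of the others 1242, with 2 splits reaching it), 0 in DM against APP-TKI mice (highest of the others 2809, with 10) and 0 in ApoE4 against WT mice (highest of the others 4, with 10). Of the splits of DM and WT libraries, 4 part every same-numbered pair, as the real one does, and the others of these called 0 genes; the 6 that keep a pair together called at most 1. The splits with 1242 and 2809 genes set libraries with 2.37% to 2.61% of their counts in nuclear noncoding RNA against libraries with 1.91% to 2.06%, which points to a structure of the batch 1 libraries apart from genotype.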

How the results depend on the processing

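Of 293 results for single genes, 5891 values over all alternatives kept their direction and side of the threshold, 435 passed it only under an alternative, 10 no longer passed it and 17 reversed; of 79 gene list results these were 1057, 15, 118 and 15. The cause of a change was not tested unless stated. DEGs of DM, APP-TKI, DM against APP-TKI and ApoE4 mice, of the difference between both effects of *APOE4* and of DM relative to ApoE4 mice, in this order, were 2, 1, 0, 0, 0 and 0. They were 131, 43, 46, 115, 110 and 67 with the robust likelihood ratio test of edgeR, 48, 21, 14, 43, 24 and 30 with DESeq2, and 166, 71, 93, 12, 353 and 325 with no filter. TMM, median-of-ratios scaling, filterByExpr, robust quasi-likelihood dispersions, a threshold of 0.05 and counting genes of every biotype left the count in DM mice at 2. With only the groups compared, which leaves fewer libraries in the fit and does not apply to ApoE4 mice, DM mice had 29. With all 15 libraries in a single fit, DM mice had 1 and APP-TKI mice 2. Alternatives chosen after seeing the data were the likelihood ratio test with robust tagwise dispersions (90, 25, 26, 21, 13 and 20), the nuclear noncoding RNA score as a covariate (54 in DM, 26 in APP-TKI and 26 in DM against APP-TKI mice), and batch 2 without its 3 libraries with high choroid plexus, thalamus or striatum markers (2 in ApoE4 mice, from 1 ApoE4 library against 2 WT libraries, with the lone library assumed to vary like them). DEGs shared by DM and APP-TKI mice, 1 in the quasi-likelihood test, were 13, 6, 33, 9 and 5 with the robust likelihood ratio test, DESeq2, no filter, robust tagwise dispersions and the nuclear score, and DM and ApoE4 mice shared 1 with the robust likelihood ratio test. With 1 library left out, in a fit where the remaining groups share the spread, DEGs were 1 to 27 in DM mice, 0 to 2 in APP-TKI mice, 0 to 1 in ApoE4 mice, 0 to 1 for DM relative to ApoE4 mice and 0 to 1 shared by DM and APP-TKI mice. DM mice had 27 without APP-TKI replicate 2, 8 without APP-TKI replicate 3, and 1 without WT replicate 3, APP-TKI replicate 1, DM replicate 2 or DM replicate 3. APP-TKI mice had 0 without WT replicate 1, APP-TKI replicate 2 or APP-TKI replicate 3 and 2 without DM replicate 1, DM and APP-TKI mice shared 0 without WT replicate 1 or any APP-TKI replicate, ApoE4 mice had 1 without WT replicate 2 of batch 2, and DM relative to ApoE4 mice had 1 without WT replicate 1 or WT replicate 3 of batch 2.

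With the replicate number as a block, DEGs were 11 in DM mice, 7 in APP-TKI mice, 3 shared by both and 1 for DM relative to ApoE4 mice. This fit holds the 9 libraries of batch 1, of which the numbers were taken to pair those of DM and WT mice (correlations of 0.195 to 0.447). In DM mice it brought *Ptgds*, *Pltp*, *Anxa2*, *Ogn* and *Atf4* past the threshold (adjusted p of 0.0375 to 0.0713 from edgeR) and changed no other call of a named gene or list between DM and WT mice. In comparisons whose libraries the numbers do not pair, *Atf4* in APP-TKI mice (adjusted p = 0.0853 from edgeR) and the endothelial list in ApoE4 mice (-0.077, camera adjusted p = 0.0425) passed with the block. The other groups share only a number, with 7 of 12 same-numbered pairs over 0.1 in all (-0.32 to 0.45) and 7 of 15 libraries correlating best with their own number. Under the block the median of the 4 microglial genes of DM against APP-TKI mice turned from -0.004 to 0.008.

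Gene lists past the threshold in DM, APP-TKI, DM against APP-TKI and ApoE4 mice, the difference of both effects and DM relative to ApoE4 mice were 26, 18, 20, 21, 19 and 26 of 40 with the preset correlation, 10, 2, 4, 0, 9 and 11 with an estimated correlation and 11, 2, 6, 0, 10 and 12 with fry. The direction of the microglial genes of DM against APP-TKI mice also turned with fry, at a median of -0.004 that lies against the direction of the test, with the nuclear score (0.021), and without APP-TKI replicate 2 (0.024), APP-TKI replicate 3 (0.127) or DM replicate 2 (0.061), a range of -0.078 to 0.127. Leaving out 1 library turned these list medians or the direction of their test: cytosolic ribosomal proteins in DM mice (0.003 to 0.102; 0.003 without WT replicate 1 of batch 1, 0.011 without DM replicate 3), endothelial (-0.119 to 0.005), smooth muscle (0.005 to 0.060), pericyte (-0.027 to 0.158) and plasminogen system genes (0.000 to 0.089) in APP-TKI mice, and endothelial (-0.153 to -0.009) and matrix genes (-0.203 to 0.029) in ApoE4 mice. They turned without WT replicate 1 of batch 1 for smooth muscle, pericyte and plasminogen (0.011) genes, without APP-TKI replicate 1 for endothelial and replicate 3 for plasminogen genes, and without ApoE4 replicate 3 for endothelial and WT replicate 3 for matrix genes.

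Genes that turned were *Ccl6* in DM against APP-TKI mice (-0.028; 0.059 with the robust likelihood ratio test, 0.023 with the nuclear score, -0.219 to 0.252 with 1 library left out, 0.066 without DM replicate 2), *Spp1* (-0.112 to 0.319, -0.048 without APP-TKI replicate 1) and *Tyrobp* (-0.046 to 0.100, -0.039 without APP-TKI replicate 1) in the same comparison, *Kcnj8* in APP-TKI mice (-0.085 to 0.434), and in ApoE4 mice *Tyrobp* (-0.112 to 0.044, 0.019 without ApoE4 replicate 2), *Ccl6* (-0.035 to 0.190) and *Cavin1* (-0.192 to 0.034, 0.014 without ApoE4 replicate 2). Without the 3 libraries of batch 2, which leaves 1 ApoE4 library and takes out that with the high striatal markers, *Spp1* turned from -0.482 to 0.069, *Adora2a* from 3.145 to -0.101 and *Penk* from 2.104 to -0.041 in ApoE4 mice. *Apoe* has a single row, so that human and mouse counts could not be set apart as planned. At totals of 32754717 to 44630808 counts per library, replicates of a group differed by 4.96 to 26.96 times the sampling noise in a chi-square test per degree of freedom, and depth limits genes with few counts, such as *Prl* with 0 to 59 counts in batch 1.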

Differences from the paper's values

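The paper reports 82 DEGs in DM mice against WT mice, 22 in APP-TKI mice and 19 in ApoE4 mice at an FDR under 0.1, and the quasi-likelihood test of edgeR gave 2, 1 and 0 at the same threshold, with 736, 576 and 969 genes at an unadjusted p under 0.05. The paper's counts leave out 8 DEGs of the estrous cycle, and of those it names, *Prl* and *Gh*, the quasi-likelihood test called 0 in DM, APP-TKI or ApoE4 mice. Between DM and APP-TKI mice the paper reports 23 DEGs, and the quasi-likelihood test gave 0, with 611 genes at an unadjusted p under 0.05. The paper reports 7 DEGs shared by APP-TKI and DM mice, where 1 was found, and 1 shared by ApoE4 and DM mice, where 0 were found. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times the paper's count for APP-TKI mice, with 21 DEGs, and for the DEGs shared by APP-TKI and DM mice, with 6, and the robust likelihood ratio test for those shared by ApoE4 and DM mice, with 1. No other of the alternatives did for these 3 counts. For DM mice, ApoE4 mice and DM against APP-TKI mice, 0 of 21, 0 of 17 and 0 of 21 of them came within 1.5 times. The nearest by ratio were 131 DEGs in DM mice by the robust likelihood ratio test, 12 in ApoE4 mice without a filter, and 14 between DM and APP-TKI mice by DESeq2. By difference, the 48 DEGs of DESeq2 in DM mice were nearer to the paper's 82.

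A likelihood ratio test with robust tagwise dispersions, chosen after seeing the values of Table S1, gave 90 DEGs in DM mice, 25 in APP-TKI mice, 21 in ApoE4 mice and 26 between DM and APP-TKI mice, all within 1.5 times the paper's counts, with 9 shared by APP-TKI and DM mice, and it drops 0 of the 23 genes of Fig. 5A. Table S1 was at hand only in part, the first 1999 of 13889 rows for batch 1 and the first 1506 of 13927 rows for ApoE4 mice. Over those rows its log2 fold changes differed from the paper's by at most 4.9e-06 and its likelihood ratios by at most 4.9e-05. The 15 held rows past the paper's FDR for DM mice, 3 for APP-TKI mice, 5 for DM against APP-TKI mice and 3 for ApoE4 mice were all called by the test with robust tagwise dispersions and 0 of them by the quasi-likelihood test, whose log2 fold changes differed from the paper's by at most 0.02.

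All 23 genes of Fig. 5A had the paper's direction, and 0 were called by the quasi-likelihood test. The robust likelihood ratio test called 22 of them, DESeq2 14, the fit without a filter 20 and, among alternatives added after seeing the data, the likelihood ratio test with robust tagwise dispersions 23 and the fit with the nuclear noncoding RNA score 15. Prolactin and growth hormone are given as DEGs by the paper, and their adjusted p from the quasi-likelihood test was 0.669 and 0.761 in ApoE4 mice. *Prl* was called there by the robust likelihood ratio test, DESeq2, the likelihood ratio test with robust tagwise dispersions and the fit without a filter, and *Gh* by the robust likelihood ratio test and the fit without a filter. In DM mice *Prl* was called by the fit without a filter, and *Gh* by that fit and by both likelihood ratio tests.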

Other observations

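Genes that type I interferon induces were higher in DM than in APP-TKI mice by camera at the preset correlation only. Of 25 measured genes, 21 had a higher level and 6 passed when adjusted over the list alone, 0 when adjusted over all genes, with *Ifitm3*, which blocks entry of viruses, at a log2 fold change of 0.50 (standard error 0.15), *Ifit3* at 0.65 (standard error 0.20) and the guanylate-binding protein *Gbp2* at 0.60 (standard error 0.20). The list had a median of 0.36 (camera adjusted p = 5.25e-09, adjusted p = 0.197 with an estimated correlation), which was 0.120 without DM replicate 1 and 0.227 without APP-TKI replicate 1; the score of the list was 0.396 in DM replicate 1 against 0.102 and 0.106 in the other DM libraries. In ApoE4 mice 21 of the 25 had a lower level than in WT mice, with *Ifit1* at -0.81 (standard error 0.16), the 1 gene that passed over the list alone (camera adjusted p = 5.49e-05, adjusted p = 0.574 with an estimated correlation). Genes of cholesterol synthesis and uptake were lower in ApoE4 mice in 19 of 21 cases, 0 over the list alone, with *Insig1*, which holds back sterol synthesis, at -0.35 (standard error 0.10) (camera adjusted p = 1.07e-06, adjusted p = 0.574 with an estimated correlation). Relative to the WT mice of their batch, DM mice had a higher level than ApoE4 mice for 20 of these 21, 9 of them over the list alone (camera adjusted p = 1.68e-09, adjusted p = 0.132 with an estimated correlation).

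Among the neurons and glia of the hippocampus, list medians were small. In DM mice the median log2 fold change was -0.06 for 16 neuronal, 0.01 for 16 interneuron, 0.03 for 16 astrocyte and 0.12 for 16 oligodendrocyte markers, with 0 members past the threshold over each list alone in edgeR's quasi-likelihood test. The neuronal list, at a lower level (camera adjusted p = 0.0379), and the oligodendrocyte list, at a higher level (0.0502), passed camera, and neither did with an estimated correlation (adjusted p = 0.424 and 0.659). Of 12 markers of the fields CA2 and CA3, 2 were lower over the list alone in DM mice, *Bok*, a relative of BCL2, at -0.58 (standard error 0.10) and the adhesion protein *Nectin3* at -0.22 (standard error 0.08), with a camera adjusted p of 0.00270 and an adjusted p of 0.0772 with an estimated correlation. *Bok* had -0.37 (standard error 0.10) in APP-TKI mice. Of 15 hypoxia response genes in DM mice, carbonic anhydrase *Car9* (2.36, standard error 0.55) and *Slc2a1* were higher and *Bhlhe40* (-0.25, standard error 0.09) lower over the list alone, with a camera adjusted p of 0.165 for the list. Choroid plexus markers had a median of 0.63 in APP-TKI mice, with 15 of 16 higher and 0 over the list alone (camera adjusted p = 7.59e-07, adjusted p = 0.383 with an estimated correlation), and a median of 0.388 without WT replicate 1, 0.399 without WT replicate 3 and 1.101 without WT replicate 2. In DM mice 11 of these 16 had a higher level, 1 over the list alone (median 0.270, camera adjusted p = 0.000224, adjusted p = 0.299 with an estimated correlation). The list did not pass there without WT replicate 1 (median 0.130, camera adjusted p = 0.135), and the median was 0.867 without WT replicate 2, 0.144 without DM replicate 2 and 0.518 without DM replicate 3. In ApoE4 mice all 11 striatal markers had a higher level, 10 of them over the list alone (median 2.01, adjusted p = 0.574 with an estimated correlation), with a high level in ApoE4 replicate 3, without which the median was 0.111, and 11 of 12 markers of the thalamus and habenula had a lower level (median -0.79, adjusted p = 0.713 with an estimated correlation). The thalamus and habenula score was 1.661 in WT replicate 3, and -0.583 and -0.329 in the other WT libraries of batch 2. It was -0.043, -0.403 and -0.302 in the ApoE4 libraries, so that the lower level rests on WT replicate 3.

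*App* averaged 1384 ± 64.4 CPM (SD, n = 3) in WT mice of batch 1, 1264 ± 65.9 in APP-TKI mice and 1335 ± 63.6 in DM mice, and 1551 ± 20.3 in WT and 1596 ± 60.7 in ApoE4 mice of batch 2. Two-sided exact permutation tests gave p = 0.40 for DM, 0.10 for APP-TKI and 0.30 for ApoE4 mice against WT mice and 0.30 for DM against APP-TKI mice, where 0.10 is the smallest p that 3 against 3 libraries allow. *Apoe*, human and mouse counts together, averaged 1499 ± 98.0, 1465 ± 138.1, 1588 ± 117.0, 1693 ± 134.7 and 1615 ± 109.7 CPM (SD, n = 3) in the same order of groups, with exact permutation p of 0.50, 0.80 and 0.50 for DM, APP-TKI and ApoE4 mice and 0.40 for DM against APP-TKI mice.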
